# Integrin α2β1 decelerates proliferation, but promotes survival and invasion of prostate cancer cells

**DOI:** 10.18632/oncotarget.25945

**Published:** 2018-08-21

**Authors:** Marjaana Ojalill, Marjaana Parikainen, Pekka Rappu, Elina Aalto, Johanna Jokinen, Noora Virtanen, Elina Siljamäki, Jyrki Heino

**Keywords:** prostate cancer, cancer stem cells, integrin, cell adhesion, p38

## Abstract

High expression level of integrin α2β1 is a hallmark of prostate cancer stem cell like cells. The role of this collagen receptor is controversial since it is down regulated in poorly differentiated carcinomas, but concomitantly proposed to promote metastasis. Here, we show that docetaxel resistant DU145 prostate cancer cells express high levels of α2β1 and that α2β1^High^ subpopulation of DU145 cells proliferates slower than the cells representing α2β1^Low^ subpopulation. To further study this initial observation we used Crispr/Cas9 technology to create an α2β1 negative DU145 cell line. Furthermore, we performed rescue experiment by transfecting α2 knockout cells with vector carrying α2 cDNA or with an empty vector for appropriate control. When these two cell lines were compared, α2β1 positive cells proliferated slower, were more resistant to docetaxel and also migrated more effectively on collagen and invaded faster through matrigel or collagen. Integrin α2β1 was demonstrated to be a positive regulator of p38 MAPK phosphorylation and a selective p38 inhibitor (SB203580) promoted proliferation and inhibited invasion. Effects of α2β1 integrin on the global gene expression pattern of DU145 cells in spheroid cultures were studied by RNA sequencing. Integrin α2β1 was shown to regulate several cancer progression related genes, most notably matrix metalloproteinase-1 (MMP-1), a recognized invasion promoting protein. To conclude, the fact that α2β1 decelerates cell proliferation may explain the dominance of α2β1 negative/low cells in primary sites of poorly differentiated carcinomas, while the critical role of α2β1 integrin in invasion stresses the importance of this adhesion receptor in cancer dissemination.

## INTRODUCTION

Integrin α2β1 is an abundant collagen receptor expressed mainly on epithelial cells and platelets. Additionally, many mesenchymal cells are α2β1 positive. This collagen receptor shows higher avidity to fibril forming collagens than to e.g. basement membrane collagen IV [1]. Integrin α2β1 also has a large number of other extracellular matrix (ECM) related ligands, such as tenascin C [2], laminins [3], proteoglycans endorepellin/perlecan [4] and decorin [5]. Experiments with α2 deficient mice have shown that this receptor is required in e.g. immune response, angiogenesis and platelet function [6–10].

In prostate cancer the role of α2β1 has remained unclear, despite the fact that the prostate stem cells, and accordingly the prostate cancer stem cell like cells, have been described to be α2β1^High^, CD44^High^, Trop2^High^, CD133^+^ and integrin α6^+^ cells [11–13]. Paradoxically, the expression of α2β1 is down regulated during prostate cancer progression [14, 15], but many studies propose an important role for α2β1 in bone metastasis [16–18]. The interplay between androgen receptor and α2β1 integrin expression [19] may partially explain the controversy.

Integrin α2β1 mediated signaling can activate p38 [20, 21] and ERK mitogen activated protein kinases (MAPKs) [22], and the signaling has been reported to either promote [22, 23] or inhibit cell proliferation [24, 25]. The cellular functions of α2β1 may be dependent on the organization of the surrounding ECM, since there are observations that collagen fibrils and monomers activate distinct signaling events [24, 25]. Moreover, there is significant cross-talk between integrins and growth factor receptors [26]. In the case of α2β1 at least platelet derived growth factor receptor [27], epidermal growth factor receptor [28] and hepatocyte growth factor receptor (c-met) [29] modify integrin expression or functions. Inhibition of cell division by fibrillar collagen has also been linked to the activation of p27^KIP1^, an inhibitor of cyclin-dependent kinase 2 [24, 25].

To study the paradoxical role of α2β1 integrin in prostate cancer we used Crispr/Cas9 technology to create an α2 integrin negative DU145 cell line and cDNA transfections to rescue α2 integrin, and an appropriate control (α2 integrin negative) cell line. We tested the cells in a spheroid model to mimic 3-dimensional tissue conditions. Our observations indicate that α2 integrin is a negative regulator of prostate cancer cell proliferation, but that it concomitantly promotes survival, drug resistance and invasion. Furthermore, the data from the RNA sequencing indicate that α2 integrin regulates the expression of several cancer progression and invasion related genes. Thus, α2β1 integrin may play a critical role in the protection of the stem cell like cells and in the invasion and metastasis.

## RESULTS

### Docetaxel resistant DU145 cells express high levels of α2β1 integrin and the α2β1^High^ subpopulation of DU145 cells proliferates slower than the α2β1^Low^ subpopulation

DU145 is an α2β1 integrin positive prostate cancer cell line [19] originally derived from a central nervous system metastasis. In general, prostatic epithelial cells and prostate cancer cells are known to use α2β1 integrin in adhesion to various collagen subtypes and bone matrix [16, 17, 30]. We exposed DU145 cells to 50 nM docetaxel and measured their α2β1 and CD44 expression levels by flow cytometry before and after the treatment. The surviving cells expressed significantly higher α2β1 levels than untreated cells (Figure 1A, 1B). The result was the same when the cells were plated either on collagen I or fibronectin (Figure 1A, 1B). Docetaxel is known to block mitosis by inhibiting mitotic spindle assembly, accordingly here DU145 cells treated with 50 nM docetaxel were significantly converted from G1 to G2/M phase (Supplementary Figure 1A, 1B). The high α2β1 expression could be linked to survival also without ligand binding by α2β1 integrin. Similarly, the surviving cells expressed more CD44 (Figure 1A, 1B), suggesting that the cells with stem cell markers might be more drug resistant. The most probable reason for the decreased sensitivity was speculated to be the potentially lower proliferation rate of α2β1^High^/CD44^High^ cells.

**Figure 1:**
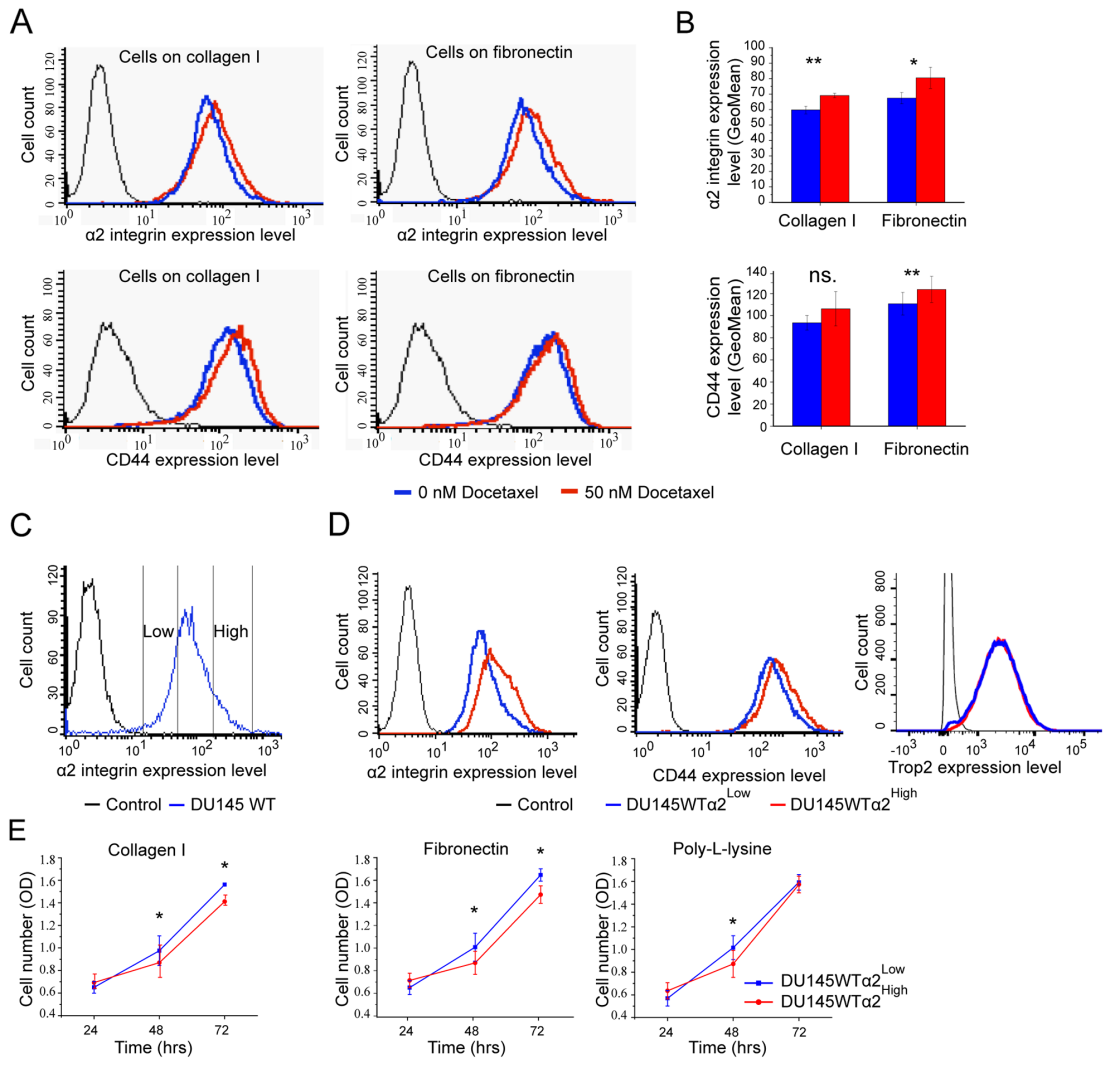
DU145 cells that survive docetaxel treatment show increased expression of stem cell markers: α2 integrin and CD44 **(A)** The representative FACS plots show increased surface expression levels of α2 integrin and CD44 on cells that have been on collagen I or on fibronectin (5 μg/cm^2^) coated plates and treated with 50 nM Docetaxel for 24 hours. **(B)** The quantification of α2 integrin and CD44 cell surface expression based on GeoMean values. Data as mean ± SEM (n=3). ^*^ = P < 0.05; ^**^ = P < 0.01; ns. = not significant. **(C)** The FACS plot illustrates the sorting of DU145WT cells into DU145WT (α2^High^) and DU145WT (α2^Low^) subpopulations based α2 integrin expression level on cells. **(D)** Representative FACS plots for α2 integrin, CD44 and Trop2 expression on DU145WT (α2^High^) and DU145WT (α2^Low^) subpopulations analyzed in the 5th passages after sorting. **(E)** Quantification of the proliferation of DU145WT (α2^High^) subpopulation compared to DU145WT (α2^Low^) subpopulation on collagen I, fibronectin and poly-l-lysine measured with the WST-8 assay. Data are mean absorbance values (OD) at 490 nm (n=3). ^*^ = P < 0.05.

To further test this hypothesis we selected DU145-α2β1^High^ and DU145-α2β1^Low^ subpopulations by using specific antibodies and sorting flow cytometry (Figure 1C) and examined their proliferation on collagen I, fibronectin and poly-l-lysin (Figure 1E). The results indicated that the number of α2β1^High^ cells increased slower that α2β1^Low^ cells and that the difference was not dependent on the binding of α2β1 to its ligand, collagen I. Interestingly, the cells selected based on their high α2β1 integrin expression levels also expressed high levels of CD44, but there was no difference in Trop2 expression levels (Figure 1D). Thus, we concluded that α2β1^High^/CD44^High^ DU145 cells proliferate slower than DU145 cells in general. However, these results only indicated an association between α2β1 integrin, survival and proliferation, and further experiments were needed to study the functions of α2β1 integrin in cell regulation.

### In a genetic model α2 integrin positive DU145 cells proliferate slower and are more resistant to docetaxel than α2 integrin negative cells

We successfully used Crispr/Cas9 technology to create α2 integrin negative DU145 cells (DU145KO). The realization of knockout was confirmed by sequencing the PCR product received in the amplification of genomic DNA in the area of interest (Supplementary Figure 2). We did not, however, consider DU145WT (wild type) versus DU145KO to be an optimal pair for comparisons for two reasons: i) DU145WT (wild type) cells were indicated to be a mixture of α2β1^High^ and α2β1^Low^ cells with distinct properties, and ii) complex transfection and selection procedure may have had unpredicted influences on the DU145KO cell line. Therefore we used cDNA transfections to create two more cells lines: DU145KO+α2 that has rescued expression of α2 integrin and an α2 negative vector control DU145KO+vector line (Figure 2A, 2B). The α2β1 expression levels were confirmed using specific antibodies in flow cytometry (Figure 2A) and western blotting (Figure 2B). Overexpression of α2 integrin had no effect on the CD44 expression level on cell surface (Figure 2C). Thus the two stem cell markers are not directly regulated by each other.

**Figure 2:**
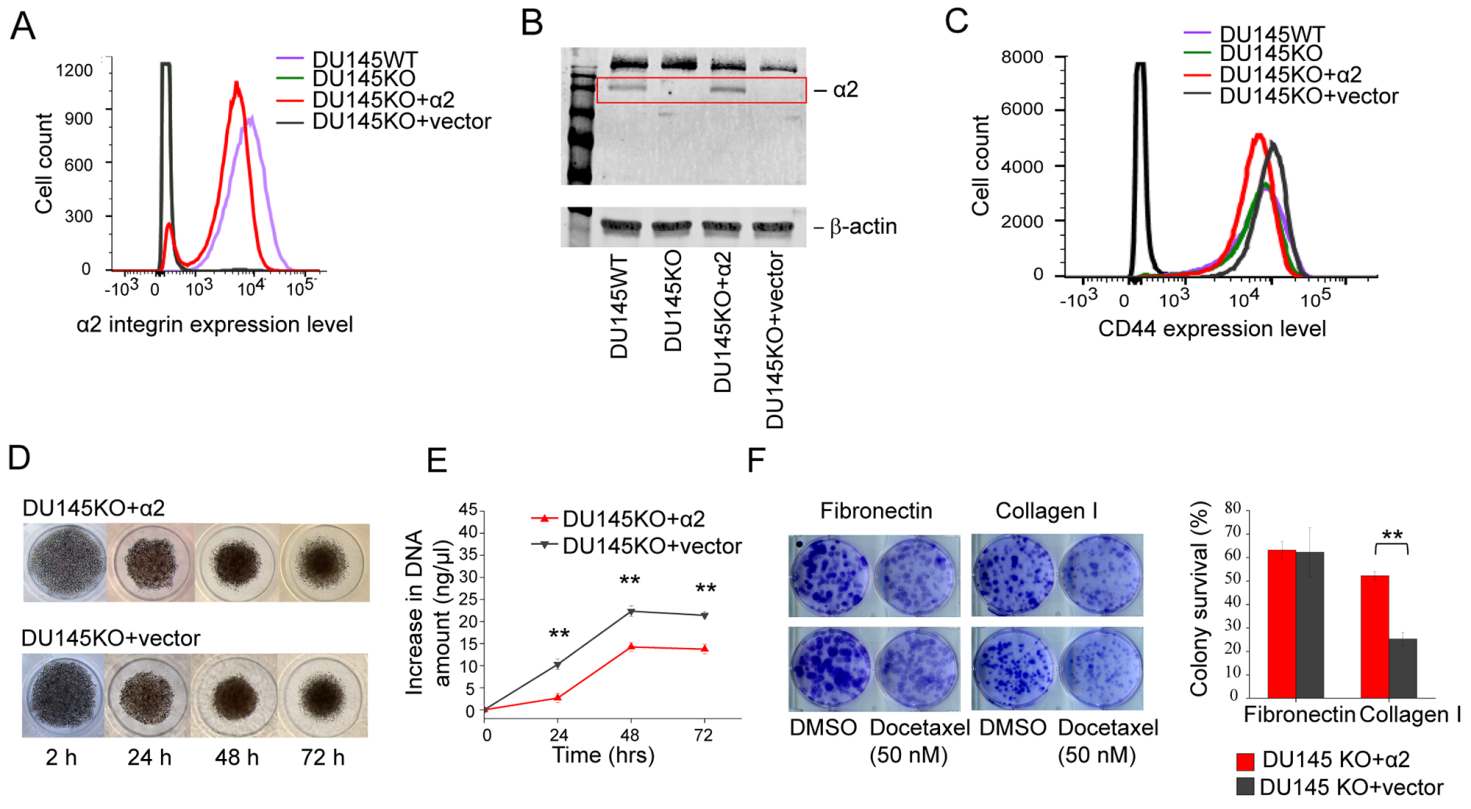
α2β1 integrin expression decelerates cell proliferation, but promotes resistance to docetaxel **(A)** FACS plot showing α2 integrin cell surface expression on DU145WT (purple), DU145KO (green), DU145KO+α2 (red) and DU145KO+vector (grey) cells. **(B)** Representative western blot demostrating α2 integrin expression in whole cell lysates of DU145WT, DU145KO, DU145KO+α2 and DU145KO+vector cells. **(C)** FACS plot showing surface expression levels of CD44. DU145WT (purple), DU145KO (green), DU145KO+α2 (red) and in DU145KO+vector (grey) cells. Expression of CD44 is independent from α2 and is not regulated by acquired expression of α2 integrin. **(D)** Representative images of DU145KO+α2 and DU145KO+vector cells grown as 3D spheroids up to 72 hours. **(E)** Quantification of DNA amount to measure the proliferation of DU145KO+α2 and DU145KO+vector cells in 3D spheroid culture. Data are mean ± SEM (n=3). ^**^ = P < 0.01. **(F)** Representative images of DU145KO+α2 and DU145KO+vector cells in colony formation and survival assay. Below the quantification of colony survival assay comparing DU145KO+α2 and DU145KO+vector cells on fibronectin and collagen I. Data are mean ± SEM (n=3). ^**^ = P < 0.01.

The proliferation of the two cell lines was tested in spheroids instead of monolayer cultures since α2β1 integrin specific signaling may be more apparent in 3D environment [1]. We tested the proliferation of α2 positive DU145KO+α2 and α2 negative DU145KO+vector cells by measuring the increase in the DNA content of the spheroids. The spheroids formed by α2 negative cells were slightly more compact and therefore had smaller diameter (Figure 2D), but the amount of DNA in these spheroids increased significantly faster indicating higher cell proliferation rate (Figure 2E). When the resistance to docetaxel was measured using a colony survival assay, α2β1 positive cells were significantly more resistant to this drug than their α2 negative counterparts on collagen, but not on fibronectin (Figure 2F).

### α2 positive DU145 cells are more invasive than α2 negative cells

We speculated that the loose growth mode of α2 positive cells in spheroids may be due to increased cell mobility and therefore we established both cell migration and invasion assays. DU145KO+α2 cells showed significantly higher rate of invasion through matrigel in transwell assay when compared to DU145WT or DU145KO+vector cells (Figure 3A). We also tested the cells in another type of assay, in which 3 day spheroids were plated on collagen I (Figure 3B, migration assay) or embedded between collagen layers (Figure 3C, invasion assay) and the diameter of the area covered by cells was measured every 24 hours during 4 days. DU145KO+α2 cells migrated (Figure 3B) and invaded (Figure 3C) significantly faster than their α2 negative counterparts.

**Figure 3:**
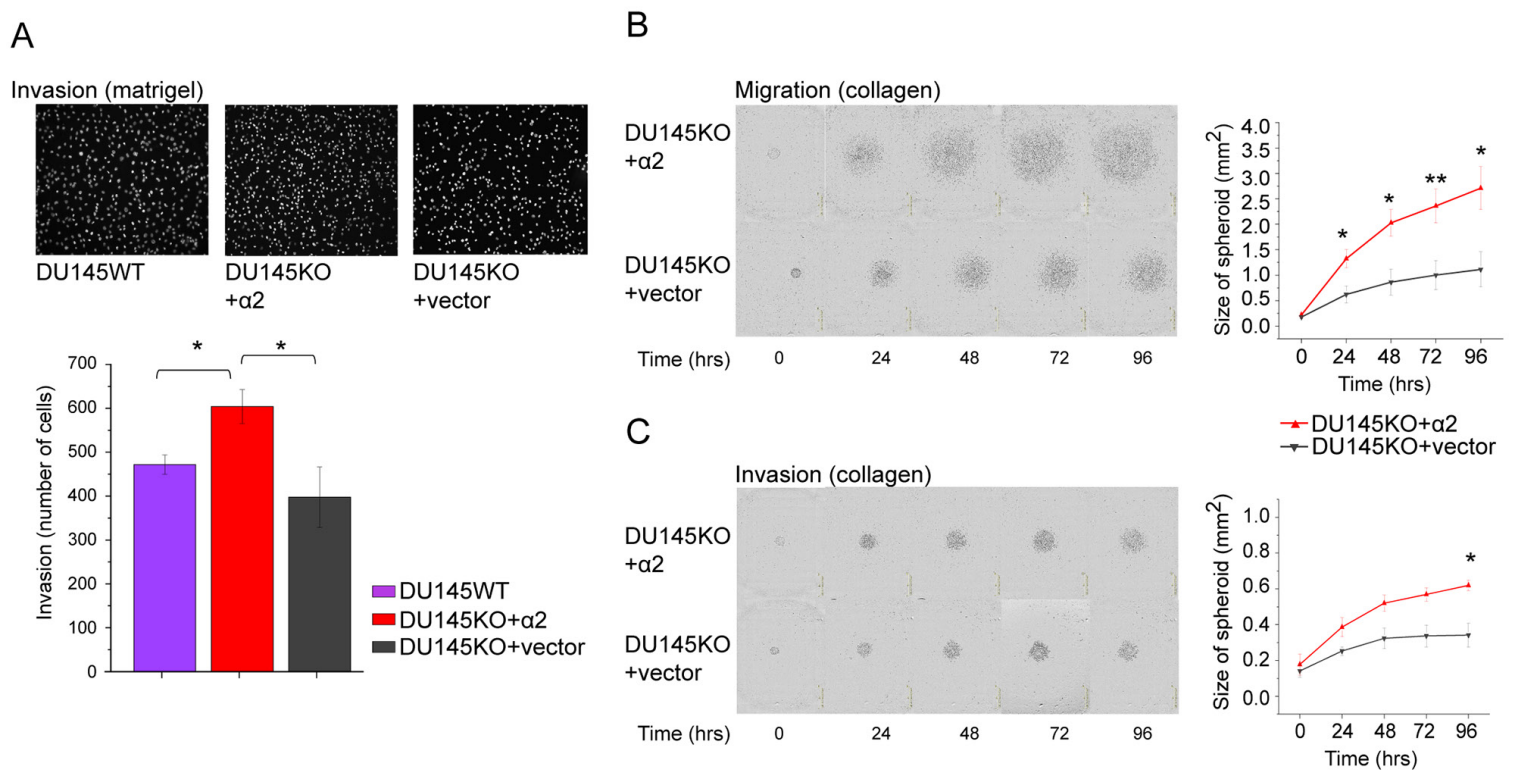
α2 integrin positive DU145 cells are more invasive than α2 negative cells **(A)** Representative microscopic images (10 x) of DU145WT, DU145KO+α2 and DU145KO+vector cells that have invaded through matrigel in the transwell invasion assay. Below, the quantification of the invaded cells. Mean ± SEM (n=5). ^*^ = P < 0.05. One way ANOVA and Tukey HSD post hoc test. **(B)** Representative images of DU145KO+α2 and DU145KO+vector cells in migration assay. Cells were allowed to migrate out of spheroids on the collagen I coated surface for 96 hours. The quantitation of cell migration as the area covered by DU145KO+α2 and DU145KO+vector cells. Data are mean ± SEM (n=4). ^*^ = P < 0.05; ^**^ = P < 0.01. **(C)** Representative images of DU145KO+α2 and DU145KO+vector cells in invasion assay. Cells were allowed to invade out of spheroids into the collagen I gel for 96 hours. The quantitation of cell invasion as the area covered with DU145KO+α2 and DU145KO+vector cells. Data are mean ± SEM (n=4). ^*^ = P < 0.05.

The difference in the migration rate between α2β1^High^ and α2β1^Low^ cells was also evident when another prostate cancer cell line, PC3 was tested. These cells differ from DU145 in many characteristics, e.g. PC3 α2β1^High^ cells have lower CD44 expression levels than PC3 α2β1^Low^ cells. At the same time the expression level of Trop2 is much higher in PC3 α2β1^High^ cells. In agreement with our DU145 cell results, PC3 cells that survive docetaxel treatment have high α2 integrin expression level. The results with PC3 cells are shown in Supplementary Figure 3.

### Activation of p38 MAPK mediates the effects of α2β1 on cell proliferation and invasion

In many cell types, integrin α2β1 signaling is known to induce the phosphorylation of focal adhesion kinase (FAK) [31] and activate growth promoting ERK MAP-kinase [21]. Integrin α2β1 has also frequently been linked to the phosphorylation of p38 MAPK [20, 21]. Here, we plated α2 negative DU145KO+vector cells and α2 positive DU145KO+ α2 cells on collagen and measured the activation of FAK, ERK and p38 by western blotting. The phosphorylation of all three proteins was clearly more prominent in α2 positive cells (Figure 4A).

**Figure 4:**
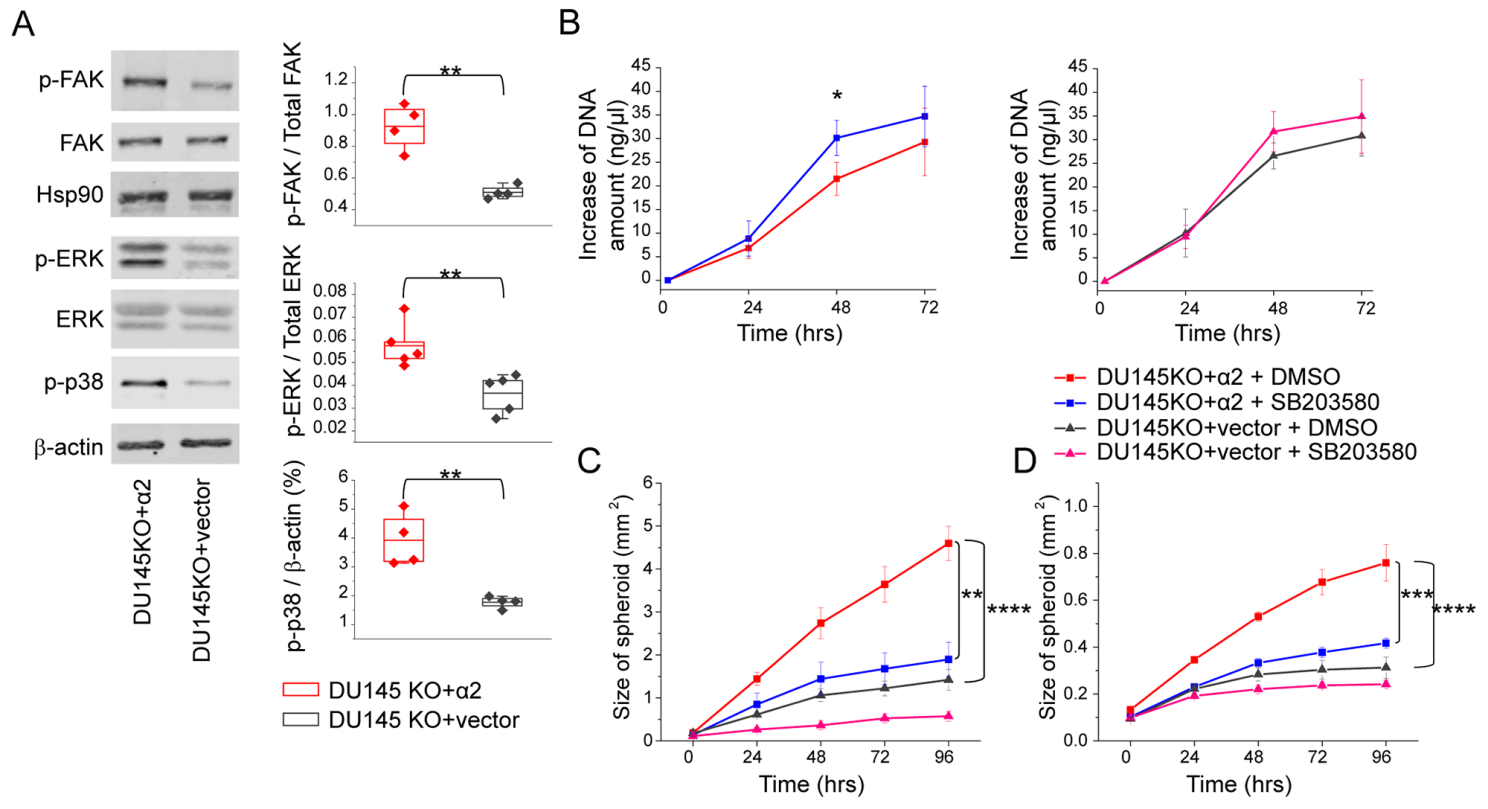
α2β1 integrin suppresses cell growth and promotes migration and invasion by increasing the phosphorylation of p38 MAPK **(A)** Representative western blot indicating that α2 integrin expression on DU145 prostate cancer cells increased phosphorylation of FAK, ERK and p38 MAPK proteins when cells were plated on collagen I coated surface. The quantification of the phosphorylated FAK/ total FAK and phosphorylated ERK/ total ERK is shown; phosphorylation of p38 MAPK is shown as % of β-actin (a loading control). Box plot shows data from 4 or 5 independent experiments (dots) and the mean from all experiments ±SEM. ^**^ = P < 0.01. Student’s *t*-test. **(B)** p38 MAPK inhibitor SB203580 treatment (10 μg/ml) increased proliferation of DU145 cells. Proliferation of DU145KO+α2 and DU145KO+vector cells was assessed based on the change in DNA amount in 3D spheroids. Mean (n = 3) ±SEM. ^*^ = P < 0.05. Student’s *t* test. **(C)** Inhibition of p38 MAPK with SB203580 (10μg/ml) results significantly decreased migration of DU145KO+α2 cells on collagen I. Mean (n = 3) ±SEM. ^**^ = P < 0.01, ^***^ = P < 0.001. One way ANOVA and Tukey HSD post hoc test. **(D)** Invasion capability of DU145KO+α2 cells into collagen gel decreased significantly when cells were treated with p38 MAPK inhibitor SB203580 (10μg/ml). Mean (n = 3) ±SEM. ^***^ = P < 0.001. One way ANOVA and Tukey HSD post hoc test.

Next we tested the effect of selective p38 inhibitor SB203580 on cell proliferation, invasion and migration. The inhibition of p38 by SB203580 was confirmed by measuring the phosphorylation of downstream signaling protein CREB (cAMP response element-binding protein). In DU145WT and DU145KO+α2 cells the treatment with SB203580 (10 μg/ml) resulted in 40-50% reduction of CREB activation (Supplementary Figure 4A, 4B). SB203580 increased significantly the proliferation (the amount of DNA) in spheroid cultures of DU145KO+α2 cells at 48 h time point (Figure 4B). It also slightly enhanced the proliferation of α2 negative cells, but the increase was not statistically significant (Figure 4B).

In the migration and invasion assays SB203580 was a potent inhibitor of DU145KO+α2 cells (Figure 4C, 4D). In the presence of the p38 inhibitor the migration and invasion by these cells were reduced to the same level as was measured with their α2 negative counterparts (Figure 4C, 4D).

Thus, we conclude that the effects of α2β1 expression on proliferation, migration and invasion by prostate cancer cells may be at least partially due to the elevated p38 phosphorylation.

### Integrin α2β1 regulates cancer progression related genes

We used RNA sequencing to analyze the putative differences in the gene expression pattern of α2 negative DU145KO+vector cells and α2 positive DU145KO+α2 cells (Figure 5). 

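RNA sequencing was done on spheroids of 3 lines derived from DU145, an established human prostate cancer cell line. DU145KO lacks surface α2 integrin after Crispr/Cas9 editing of ITGA2, DU145KO+α2 carries a stably transfected α2 integrin cDNA and DU145KO+vector carries the empty vector. The paper's methods count 4 samples of 4 independent biological replicates, and the 3 lines with 4 replicates each, 12 samples in all, were analysed here. The spheroids, of 8000 cells each, had been grown for 72 hours when RNA was extracted. The authors aligned the single-end reads to the human genome build hg38 with TopHat, kept uniquely aligned reads, counted them on 26485 genes with the Subread package, and deposited these counts without normalization together with RPKM values. Between 13948734 and 19988111 reads per sample were counted on genes. The median was 16329304 in DU145KO, 16749863 in DU145KO+α2 and 15725110 in DU145KO+vector. A gene was taken as detected in a sample above 3 counts, which corresponds to between 0.150 and 0.215 CPM (counts scaled to the library size) depending on the sample and covers counting error only. The counts were normalized with the TMM method of edgeR, which the paper also used. After genes with too few counts were removed (the filter of edgeR with a minimum count of 10), 14732 genes were tested with edgeR's quasi-likelihood test on all 12 samples in one model. A gene was called differentially expressed (DE) when its fold change was above 2 in either direction and its p-value adjusted by the Benjamini-Hochberg method was below 0.05. The paper's methods name the fold change threshold alone, and the added threshold on the adjusted p-value lowers the number of DE genes. The libraries were prepared with a stranded kit, but the paper's text does not name whether the counting used the strand. Whether reads where genes overlap on opposite strands were assigned by strand, shared or left out is therefore not known.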

For that purpose we isolated RNA from cells grown in spheroid cultures. The analyses unveiled several differences (Figure 5A). 

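ITGA2, the edited and re-expressed gene, was counted at 300.5, 328, 332 and 259 CPM in replicates 1 to 4 of DU145KO+α2. In DU145KO+vector it was counted at 18.8, 18.2, 20.2 and 13.0 CPM, and in DU145KO at 21.2, 20.1, 25.8 and 15.7 CPM. Its log2 fold change was 4.11 (standard error 0.16, adjusted p = 3.15e-09 from edgeR's quasi-likelihood test) in DU145KO+α2 compared to DU145KO+vector and 3.88 (standard error 0.16, adjusted p = 5.77e-09) compared to DU145KO. Each DU145KO+α2 sample was above every α2 negative sample (two-sided exact permutation test for each comparison, p = 0.0286, the smallest that 4 samples against 4 allow). The samples were taken as unpaired in this test. Between the α2 negative lines, the log2 fold change of DU145KO+vector compared to DU145KO was −0.23 (standard error 0.15, adjusted p = 0.534). With the replicate number as a block in the model, the log2 fold change of ITGA2 was 4.12 against DU145KO+vector and 3.89 against DU145KO, and between the α2 negative lines it was −0.23 (standard error 0.07, adjusted p = 0.0402), a fold change below 2.

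Between DU145KO+α2 and DU145KO+vector, 325 genes were DE, of which 204 were higher and 121 lower in DU145KO+α2. The threshold on the fold change moved this number most, since 1754 genes had an adjusted p-value below 0.05 at any fold change. The samples carry the replicate numbers 1 to 4 in each line, and samples with the same number deviated from their group means together (mean correlation across genes 0.378 for the same number and −0.126 for different numbers, the largest difference among the 576 ways to number the replicates, permutation p = 0.00174). With this block, 395 genes were DE, 247 higher and 148 lower, and 323 of the 325 genes were among them.

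**Figure D1:**
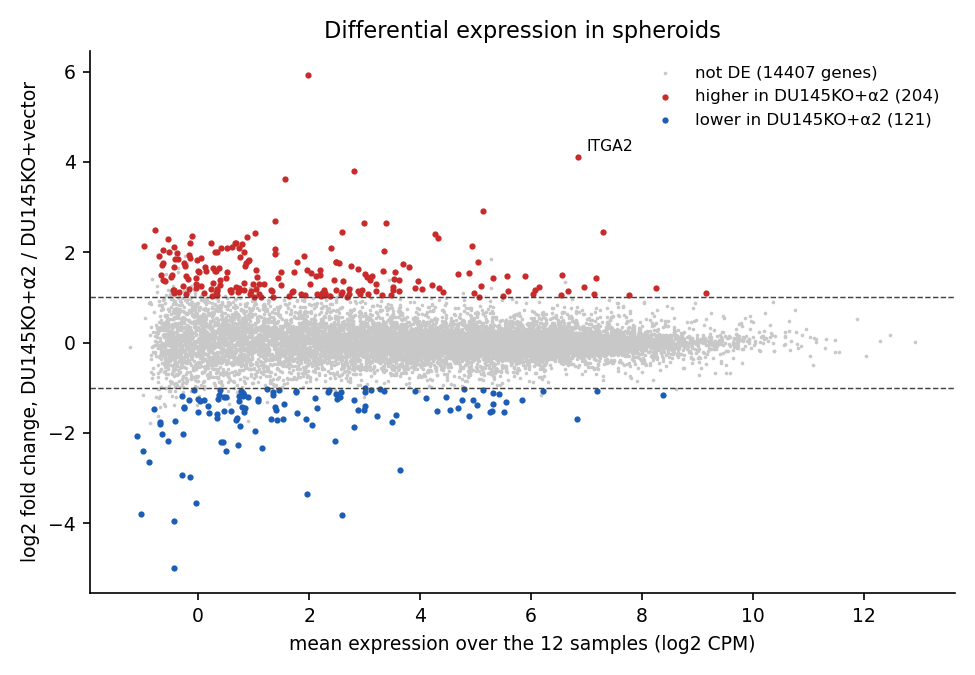
Log2 fold change of DU145KO+α2 compared to DU145KO+vector (vertical axis) against the mean expression over the 12 samples in log2 CPM (horizontal axis), with a point for each of the 14732 genes tested. Red points are the 204 DE genes higher in DU145KO+α2, blue points the 121 lower, grey points the other genes, and the dashed lines mark a fold change of 2.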

The top seven overrepresented biological process gene ontology terms among the DE genes from Metascape analysis at http://metascape.org [32] are shown in Figure 5B. 

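The DE genes of DU145KO+α2 compared to DU145KO+vector were ranked by p-value and by absolute fold change, and the mean of both ranks was ranked again, with ITGA2 left out. The first 6 were CDH5, BST1, CHD5, ZNF853, SCARA5 and MMP1. Of the 11 up and 10 down regulated genes named in Fig. 5C, 17 were among the 11 highest ranked up and the 10 highest ranked down regulated genes. BST1, at rank 2, had a log2 fold change of −3.83 (standard error 0.20, adjusted p = 1.35e-08, edgeR's quasi-likelihood test). It was counted at 1.24 CPM in replicate 1 of DU145KO+α2, at 0.531 to 0.573 CPM in the other replicates of that line and at 10.3 ± 0.211 CPM (SD, n = 4) in DU145KO+vector. ZNF853, at rank 4, had a log2 fold change of 3.61 (standard error 0.29, adjusted p = 2.6e-06). JAM3 was at rank 8 (log2 fold change 2.65, standard error 0.26, adjusted p = 3.13e-05), and 35.6% of its exon bases overlap exons of NCAPD3 on the opposite strand. CSGALNACT1, written without its number in the figure, was at rank 12 (log2 fold change 2.32, standard error 0.25, adjusted p = 0.000124). It lies in a region of chromosome 8 where most genes were higher in DU145KO+α2, with a regional median of 0.45 on the log2 scale. With the replicate block, the log2 fold change against DU145KO was 0.58 for CSGALNACT1 and 1.01 for JAM3. For DU145KO+vector against DU145KO it was −1.78 and −1.67, so most of their difference from DU145KO+vector lay between the α2 negative lines.

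Of the 21 genes, 18 passed the filter on low counts, and these 18 were DE against DU145KO+vector in the direction of the figure. Against DU145KO, 13 of the 18 were DE in that direction, 5 of the 9 tested up regulated and 8 of the 9 tested down regulated genes. With the replicate block, the 18 genes were also DE against DU145KO+vector, and 14 of the 21 were among the highest ranked genes. LGI1, LINC00421 and RNF224 had too few counts for the test. LINC00421 was counted 1 to 3 times in each DU145KO+α2 sample and was not counted in the other lines, at or below the detection floor everywhere. RNF224 was counted 1 or 2 times in each DU145KO+α2 sample and 8 to 16 times in each DU145KO+vector sample, which is at least 3.91-fold lower in DU145KO+α2.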

Figure 5C shows top ten genes with the most significant increases or decreases. For further experiments we selected 12 genes based on three criteria: i) difference in expression (up or down regulated) when α2 negative DU145KO+vector cells and α2 positive DU145KO+α2 cells were compared, ii) similar difference in expression when α2 negative DU145KO cells and α2 positive DU145KO+α2 cell were compared, and iii) preferentially previously described connection to cancer progression. 

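Between DU145KO+α2 and DU145KO, 309 genes were DE, 63 higher and 246 lower in DU145KO+α2. Both criteria on expression were met by 129 genes, which were DE in the same direction against DU145KO+vector and against DU145KO, 46 of them higher and 83 lower in DU145KO+α2. With the replicate block, 176 genes met both criteria, 70 higher and 106 lower. The 2 comparisons share the DU145KO+α2 samples, so their overlap was not tested. Each condition is 1 line and its replicates are samples of that line, so the p-values measure the spread within a line. A difference of the DU145KO+α2 line that does not come from α2 integrin would also meet both criteria. Between the α2 negative lines, 123 genes were DE. Of the genes higher than in DU145KO+vector, 158 were not DE against DU145KO, and of the genes lower than in DU145KO+vector, 38 were not. The selected genes CDH5, SCARA5, MMP1, KIF26B, SVEP1, CHD5, VWA2, SDC2, PKP1 and SYK were DE in both comparisons, with and without the replicate block, and remained so in each of the 12 fits that left out 1 sample. When the DU145KO+α2 and DU145KO+vector samples were fitted alone, SDC2 was not among the DE genes. LGI1 was removed by the filter on low counts, and under a stricter filter of at least 10 counts in every sample, 5 of the 12 genes were left to test. From the difference between α2 positive and α2 negative cells in both comparisons, and from described connections to cancer progression, the paper chose its genes for further experiments, and it states that α2β1 integrin regulates the expression of cancer associated genes (Fig. 5).

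**Figure D2:**
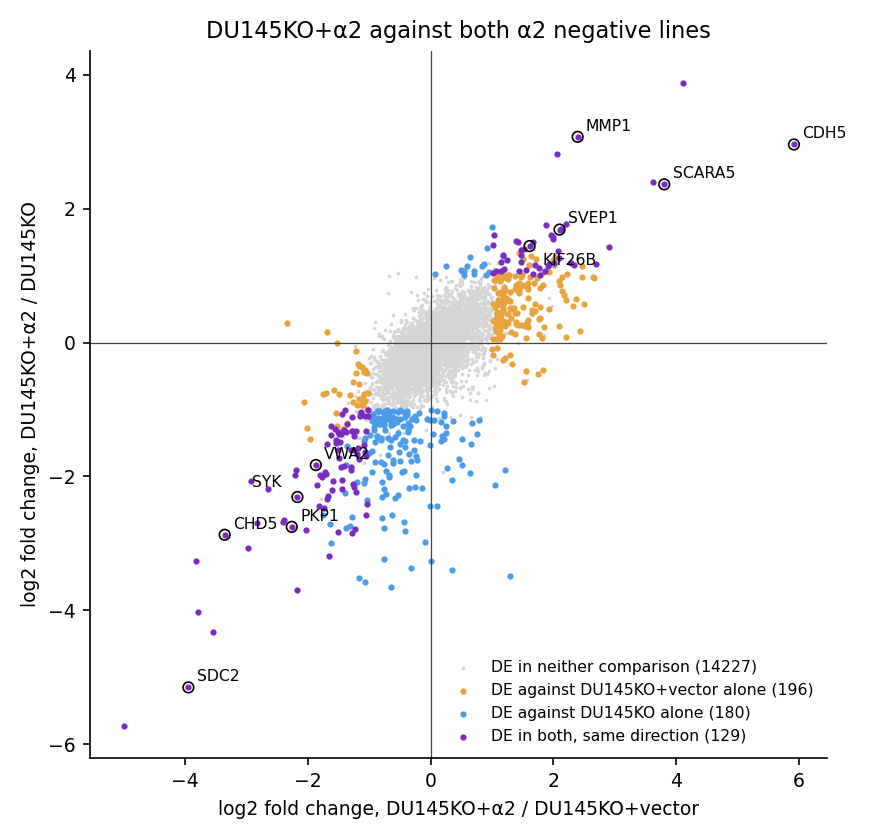
Log2 fold change of each tested gene in DU145KO+α2 compared to DU145KO+vector (horizontal axis) and compared to DU145KO (vertical axis). Purple points are the 129 genes DE in both comparisons in the same direction, orange points the 196 DE against DU145KO+vector alone, blue points the 180 DE against DU145KO alone, and circles mark the 10 selected genes labelled.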

The up regulated genes included: cadherin 5 (CDH5), scavenger receptor class A member 5 (SCARA5), matrix metalloproteinase 1 (MMP1), leucine rich glioma inactivated 1 (LGI1), kinesin family member 26b (KIF26b) and sushi, von Willebrand factor type A, EGF and pentraxin domain containing 1 (SVEP1). 

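CDH5 lies on chromosome 16 (66366691 to 66404784 in GRCh38). It was counted at 9.90 ± 1.89 CPM (SD, n = 4) in DU145KO+α2, 0.153 ± 0.114 CPM in DU145KO+vector and 1.27 ± 0.0969 CPM in DU145KO. The log2 fold change was 5.92 (standard error 0.31, adjusted p = 1.35e-08 from edgeR's quasi-likelihood test) against DU145KO+vector and 2.96 (standard error 0.22, adjusted p = 9.57e-07) against DU145KO. The fold against DU145KO+vector rests on 0 to 4 counts per DU145KO+vector sample, and the α2 negative lines also differed from each other (log2 fold change −2.96 for DU145KO+vector compared to DU145KO, standard error 0.39, adjusted p = 0.000675).

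SCARA5 (chromosome 8, 27869883 to 27992673) was counted at 16.0 ± 1.68 CPM (SD, n = 4) in DU145KO+α2, 1.11 ± 0.749 CPM in DU145KO+vector and 3.13 ± 1.30 CPM in DU145KO. Replicate 1 of DU145KO+vector, at 2.22 CPM, was apart from the other replicates of that line, at 0.574 to 0.826 CPM. The log2 fold change was 3.80 (standard error 0.33, adjusted p = 1.14e-05) against DU145KO+vector and 2.36 (standard error 0.29, adjusted p = 0.000177) against DU145KO. SCARA5 lies in a region of chromosome 8 where most genes were higher in DU145KO+α2 (regional median 0.45 on the log2 scale), and with that shift subtracted its log2 fold change against DU145KO+vector was 3.35. KIF26B (log2 fold change 1.61) and SVEP1 (2.10) were also higher than in DU145KO+vector, and their log2 fold changes against DU145KO were 1.44 and 1.69. SVEP1 lies in a region of chromosome 9 where most genes were lower in DU145KO+α2 (regional median −0.33), opposite to its own change.

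LGI1 (chromosome 10, 93757936 to 93798159) was counted 3, 5, 4 and 10 times in replicates 1 to 4 of DU145KO+α2 and was not counted in any sample of the other lines. Set against the detection floor of 3 counts, it was at least 1.72-fold higher than in DU145KO+vector and at least 1.76-fold higher than in DU145KO. The bound against DU145KO+vector rested in part on replicate 4 of DU145KO+α2 and was 1.18 without it, and replicate 1 was at the floor. The samples did not overlap between DU145KO+α2 and either α2 negative line for any of the 6 up regulated genes.

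**Figure D3:**
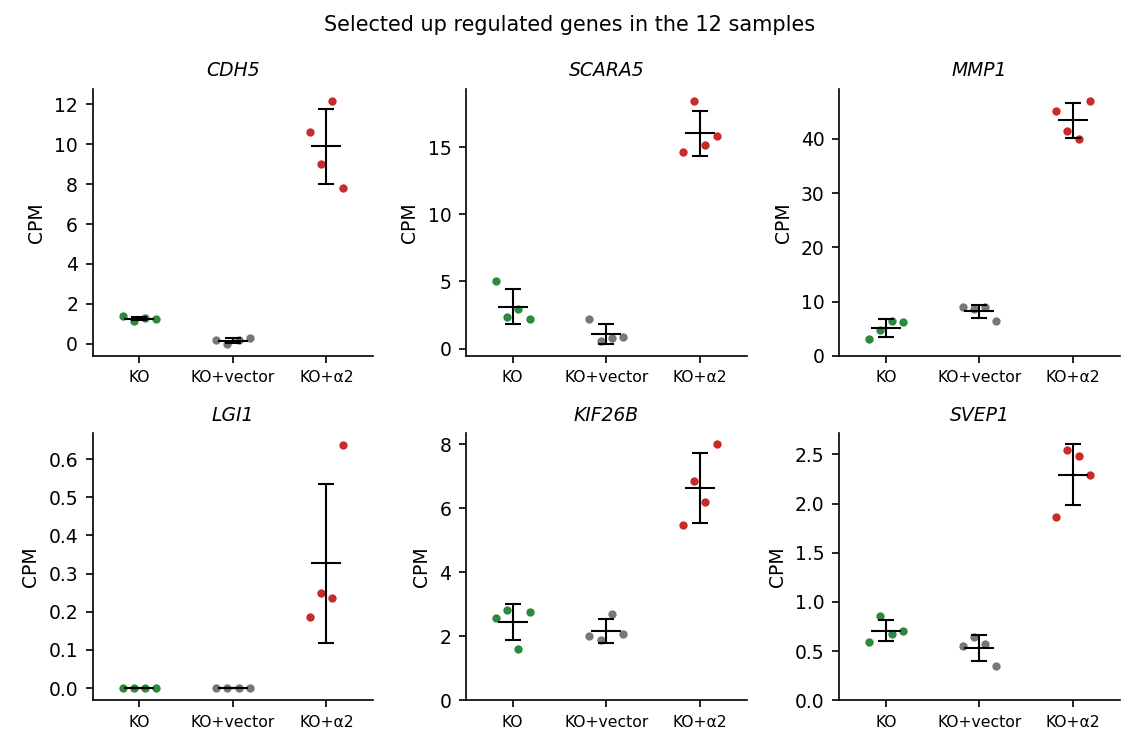
Normalized CPM (vertical axis, a linear scale for each gene) of the 6 selected up regulated genes. Each point is a sample, with 4 replicates of DU145KO (KO, green), DU145KO+vector (grey) and DU145KO+α2 (red), and bars are the mean ± SD. The DU145KO+α2 samples are above the samples of both other lines for each gene.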

The down regulated genes included: chromodomain-helicase-DNA-binding protein 5 (CHD5), von Willebrand factor A domain containing 2 (VWA2), retinol binding protein 1 (RBP1), syndecan 2 (SDC2), plakophilin 1 (PKP1) and spleen associated tyrosine kinase (SYK). 

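CHD5 lies on chromosome 1 (6101787 to 6180321 in GRCh38). It was counted at 0.617 ± 0.141 CPM (SD, n = 4) in DU145KO+α2, 6.33 ± 1.08 CPM in DU145KO+vector and 4.52 ± 0.224 CPM in DU145KO. The log2 fold change was −3.36 (standard error 0.20, adjusted p = 5.28e-08, edgeR's quasi-likelihood test) against DU145KO+vector and −2.87 (standard error 0.20, adjusted p = 6.57e-07) against DU145KO. Replicate 4 of DU145KO+α2, at 0.827 CPM, was apart from the other replicates of that line, at 0.531 to 0.559 CPM, but below every α2 negative sample. SYK (chromosome 9, 90801600 to 90898549) was counted at 1.55 ± 0.329 CPM (SD, n = 4) in DU145KO+α2, 7.01 ± 0.847 CPM in DU145KO+vector and 7.71 ± 0.729 CPM in DU145KO. The log2 fold change was −2.17 (standard error 0.17, adjusted p = 2.44e-06) against DU145KO+vector and −2.31 (standard error 0.17, adjusted p = 9.57e-07) against DU145KO. SYK lies in a region of chromosome 9 with a regional median of −0.33 against DU145KO+vector, and with that shift subtracted its log2 fold change was −1.85. VWA2 and PKP1 had log2 fold changes of −1.87 and −2.26 against DU145KO+vector and of −1.83 and −2.75 against DU145KO. In DU145KO+α2, SDC2 was at or below 3 counts in every sample, so only a limit of its fold change can be given. For CHD5, SYK, VWA2, PKP1 and SDC2, every DU145KO+α2 sample was below every α2 negative sample.

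**Figure D4:**
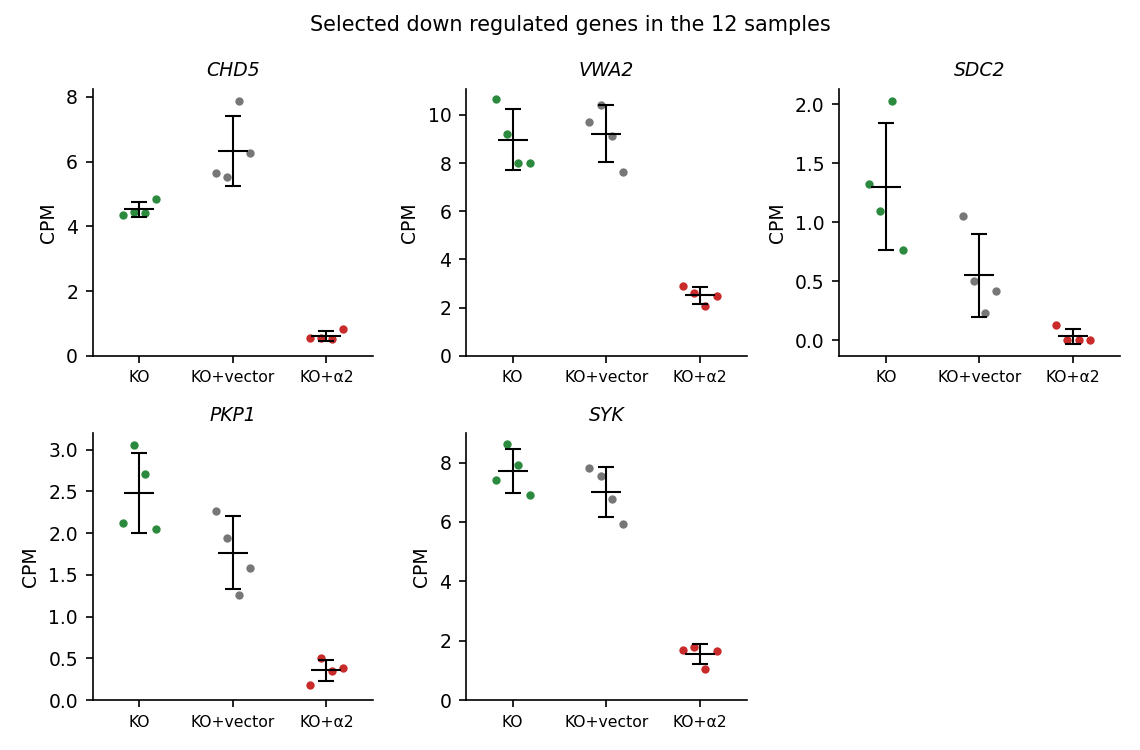
Normalized CPM (vertical axis, a linear scale for each gene) of 5 selected down regulated genes, a point for each of the 4 replicates of DU145KO (KO, green), DU145KO+vector (grey) and DU145KO+α2 (red), with bars at the mean ± SD. The DU145KO+α2 samples are below the samples of both other lines for each gene.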

The differential expression between α2 positive and α2 negative cells was confirmed by quantitative real time PCR (Figure 5D).

**Figure 5:**
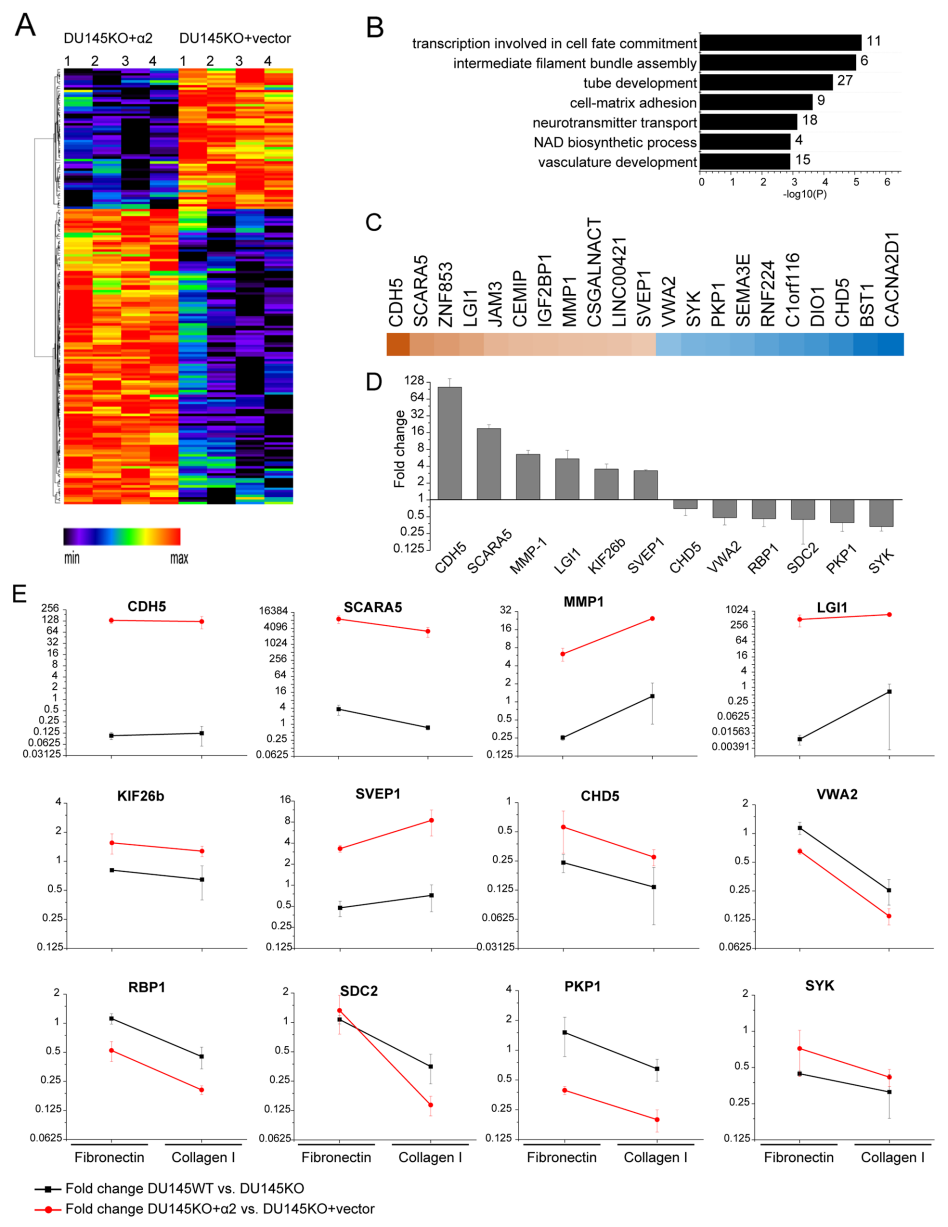
α2β1 integrin regulates the expression of cancer associated genes **(A)** Differential gene expression pattern of DU145KO+α2 compared to DU145KO+vector cells. Hierarchical clustering of differentially expressed (DE) genes based on relative gene expression levels detected in RNA sequencing. Red and black colors represent over and under expressed genes, respectively. **(B)** Differential gene expression in DU145KO+α2 compared to DU145KO+vector cells has an effect on several biological processes. Significantly over-represented gene ontology terms based on Metascape analysis. **(C)** Heatmap of the most up and down regulated genes in DU145KO+α2 cells when compared to DU145KO+vector cells. Brown and blue colors represent higher and lower expression levels, respectively. **(D)** Real time PCR analysis of selected, α2β1 integrin associated genes, in DU145KO+α2 and in DU145KO+vector cells grown as 3D spheroids. Difference is shown as the fold change of relative mRNA expression level in DU145KO+α2 compared to DU145KO+vector expression level. Data are mean (n = 3) ±SEM. **(E)** Effect of cell adhesion to extracellular matrix on the selected α2 integrin associated genes. Cells were grown either on collagen I or on fibronectin for 72h, after that relative mRNA levels of selected genes was analyzed by qPCR. Each data point represents the ratio of mRNA levels in α2 positive / α2 negative cells. Both, DU145KO+α2 / DU145KO+vector (red line) and DU145WT / DU145KO (black line) comparisons were made. Data are mean (n = 3) ±SEM.

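MMP1 lies on chromosome 11 (102789919 to 102798160 in GRCh38), and 8.14% of its exon bases overlap exons of WTAPP1 on the opposite strand. In the spheroids it was counted at 43.5 ± 3.22 CPM (SD, n = 4) in DU145KO+α2, 8.24 ± 1.24 CPM in DU145KO+vector and 5.13 ± 1.59 CPM in DU145KO. The log2 fold change was 2.39 (standard error 0.17, adjusted p = 8.18e-07, edgeR's quasi-likelihood test) against DU145KO+vector and 3.07 (standard error 0.18, adjusted p = 1.09e-07) against DU145KO. With the replicate block the adjusted p was 2.78e-06 and 9.39e-07. Replicate 4 of DU145KO+vector, at 6.40 CPM, was apart from the other replicates of that line, at 8.61 to 8.97 CPM. Of 7 other matrix metalloproteinases examined, MMP13 and MMP14 had enough counts for the test and were not DE between DU145KO+α2 and DU145KO+vector. The log2 fold change was 0.80 for MMP13 (standard error 0.33, adjusted p = 0.137, or 0.0111 with the replicate block at a fold change still below 2) and −0.11 for MMP14 (standard error 0.07, adjusted p = 0.355, or 0.146 with the block). MMP2 was not counted in any sample, and MMP3, MMP7, MMP9 and MMP10 had at most 7 counts in any sample, too few to show a difference at this depth.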

Since MMP1 was remarkably upregulated in α2 positive cells and these cells showed increased mobility, we also tested the effects of a broad spectrum MMP inhibitor, N-Isobutyl-N-(4-methoxyphenylsulfonyl)glycyl hydroxamic acid (NNGH), in migration and invasion assays. The migration of DU145KO+α2 and DU145WT was significantly reduced in the presence of 1 μM NNGH. The invasion was not, however, influenced at the concentration used (Supplementary Figure 5). The results confirmed that MMPs are involved in the mobility of DU145 cells.

Despite the fact that the listed changes in gene expression could be linked to the presence of α2β1 integrin, the result did not answer the question, whether these genes are also directly regulated by α2β1 binding to its ligand. Therefore, we plated the cells either on collagen I or on fibronectin and analyzed the mRNA levels by qPCR. Ratio of [mRNA level in α2^+^ cells] / [mRNA level in α2^-^ cells] was calculated on both matrices (Figure 5E). The experiment was also repeated using DU145WT (α2 positive) and DU145KO cells (α2 negative). The expression of maximally seven out of twelve genes (MMP-1, SVEP1, SYK, VWA2, PKP1, RBP1, SDC2) changed after α2β1–collagen interaction in the same manner (up or down regulation) than in α2 expressing cells, which leaves open the possibility that α2β1 may also affect the expression of some genes in a mechanism that is independent of direct ligand binding.

The majority of the twelve selected, α2β1 integrin associated genes were regulated in a similar manner when PC3 cells and DU145 cells were compared. When their gene expression patterns were compared after plating on collagen I and fibronectin nine out of twelve genes showed up/down regulation in both cells lines, whereas three genes (SCARA5, SVEP1, SDC2) were differentially regulated (Supplementary Figure 3).

To study the role of p38 activation in the α2β1 integrin associated changes in gene regulation, we plated DU145KO+α2 cells on collagen or fibronectin in the presence of SB203580 or DMSO (negative control) and measured mRNA levels (at 72 h) by real time PCR. In the case of five out of six genes that were up regulated in the presence of α2β1 integrin (MMP-1, SVEP1, SCARA5, CDH5 and KIF26b), SB203580 reduced mRNA levels below 50% of control on both collagen (MMP-1 35%, SVEP1 37%, SCARA5 40%, CDH5 43% and KIF26b 21% of control) and fibronectin (MMP-1 38%, SVEP1 42%, SCARA5 16%, CDH5 46% and KIF26b 32% of control). The differences were smaller or not constant in the other seven selected genes. Thus, in most cases the genes, which were positively regulated in the presence of α2β1 integrin, were also dependent on active p38, whereas no similar association could be seen in genes that were down regulated in the presence of α2β1 integrin.

## DISCUSSION

The stem cell theory of cancer suggests that in a tumor very few cells can sustain the malignant process. The idea has important implications: firstly, the cancer stem cell may be the only cell type that gives rise to metastases, and secondly, if anti-cancer therapies are not able to kill the cancer stem cells, the tumor will soon grow back. In prostate cancer, high α2β1 integrin expression is supposed to be one of the hallmark signs of the stem cell phenotype [11]. During the progression of the disease α2β1 positive cells are getting more and more rare [14, 15], but still the collagen receptor may play an important role in metastasis [16–18]. Our experiments were planned to solve this controversy and unveil the function of α2β1 integrin in prostate cancer cells at molecular level.

Using DU145 cell line we showed that the population of cells, which survived the docetaxel treatment, expressed slightly more α2β1 integrin than non-treated DU145 cells. Also previous studies have shown that chemoradiotherapy resistant DU145 cells have elevated levels of two other stem cell markers, namely CD44 and CD133 [33]. Furthermore, CD44 and α2β1 positive DU145 cells are more tumorigenic than the cells that have lower expression levels of these marker proteins [34]. Here, we used flow cytometry to separate α2β1^High^ and α2β1^Low^ DU145 cell subpopulations and demonstrated the slower proliferation rate of the α2β1^High^ population. Increased survival during paclitaxel treatment and slow proliferation may be linked to each other since paclitaxel affects cell division and kills actively growing cells. Previously, up regulation of phosphatidyl inositol-3-kinase/Akt and MAPK pathways have been linked to the resistance of microtubule-targeting drugs in prostate cancer [35]. Interestingly, both pathways can also be regulated by α2β1 integrin [22, 36].

The observations based on the comparison of α2β1^High^ and α2β1^Low^ subpopulations demonstrated a link between the collagen receptor expression and the stem cell like phenotype. However, it remained still unknown, whether α2β1 directly participates in the process that dictates the stem cell like behavior. Therefore, we used Crispr/Cas9 technology to knockout α2 integrin in DU145 cells. To create two cell lines that could be compared to each other in an appropriate manner, we transfected DU145KO cells either with α2 integrin cDNA or with empty vector. We choose to study the cellular functions in spheroids instead of monolayer cultures since pronounced α2β1 integrin signaling may be dependent on the 3D environment [1]. Our results indicated that α2β1 integrin decelerates prostate cancer cell proliferation. Importantly, this observation may explain the decrease in the number of α2β1 positive cells during prostate cancer progression. Still α2β1 positive cells migrated and invaded significantly more effectively than their α2β1 negative counterparts. Thus the presence of this receptor may give remarkable advantage in cancer dissemination related processes. This may explain the presence of α2β1 integrin in metastatic prostate cancer cells and stress the role of α2β1 positive cells especially in the early dissemination.

Our data also indicated that α2β1 integrin regulates several cancer associated genes. A large increase was seen in cadherin 5 (CDH5, vascular endothelial cadherin) that plays an important role in homotypic cell–cell adhesion among epithelial cells. CDH5 is a marker of poor survival in human gastric cancer [37]. Seemingly paradoxically, α2β1 expression also increased the mRNA levels of two tumor suppressors, namely SCARA5 (Scavenger receptor class A, member 5) and LGI1 (Leucine-rich, glioma inactivated 1). The up regulation of these anti proliferation genes is, however, in accordance with the fact that α2β1 integrin expression also suppressed cell proliferation. Concomitantly α2β1 down regulated the expression of two other tumor suppressors, namely PKP1 (plakophilin 1) and CDH5 (chromodomain helicase DNA binding protein 5). 

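SDC2 lies on chromosome 8 (96493813 to 96611790 in GRCh38). It was counted 2 times in replicate 1 of DU145KO+α2 and was not counted in the other replicates, while each DU145KO+vector sample had 4 to 19 counts and each DU145KO sample 13 to 33. Set against the floor of 3 counts, SDC2 was at least 3.12-fold lower in DU145KO+α2 than in DU145KO+vector and at least 7.40-fold lower than in DU145KO. The first bound rested in part on DU145KO+vector replicate 1, with 19 counts, and was 2.16 without it. With all samples, the adjusted p of SDC2 was 0.0069 against DU145KO+vector and 0.000402 against DU145KO (edgeR's quasi-likelihood test). With the replicate block it was 0.00099 and 8.47e-06. Among the 121 genes lower in DU145KO+α2 than in DU145KO+vector, the fitted fold change of SDC2 was at position 2. CACNA2D1 was at position 1 and was also at or below the floor in DU145KO+α2, with 0 or 1 count per sample against 7 to 21 per DU145KO+vector sample, at least 3.91-fold lower, so the order of the 2 genes cannot be told at this depth.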

Largest down regulation was seen in syndecan 2 expression. Interestingly, syndecan 2 is strongly up regulated in prostate cancers with high Gleason score [38]. In Gleason 3-5 prostate cancers α2β1 integrin is significantly decreased [15], suggesting that the expression levels of α2β1 and syndecan 2 may be linked *in vivo*, too.

In prostate cancer cells, MMP-1 may be a critical, invasion promoting factor [39]. Here, in accordance with the observation that α2β1 promotes cell invasion, it remarkably up regulated the expression of MMP-1. Our previous studies have also indicated the association of α2β1 integrin and MMP-1 expression in other cell types [40].

In maximally 7 out of 12 cases the genes that were up or down regulated in α2β1 positive cells, when compared to their α2β1 negative counterparts, were also regulated after α2β1–collagen interaction. However, in many experiments α2β1 related effect was similar when cells were plated either on collagen or fibronectin. Thus, we cannot exclude the possibility that α2β1 may also have ligand independent functions. Ligand independent integrin signaling has been shown to occur in some experimental models [41], but in general these mechanisms are poorly known.

We also suggest that the activation of p38 MAPK by α2β1 integrin is one of the major pathways suppressing proliferation and activating invasion. Previous studies have shown that p38 often acts as a protumorigenic factor [42, 43]. Based on histological staining of human prostate tumors p38 MAPK expression has a significant, positive correlation with carcinogenesis, cancer progression and patient survival [44]. Regulation of cell locomotion by p38 has been documented in many cell types [45], including DU145 cells [46]. Here, MMP-1 expression was dependent on p38 activity, which further stresses the role of this signaling pathway in the α2β1 integrin dependent invasion.

To conclude, our results suggest that α2β1^High^ cells have stem cell like properties and these cells may play an important role in the sustenance of prostate cancer and in the processes leading to dissemination. Thus, this cell type should be the primary target when new therapies are developed.

## MATERIALS AND METHODS

### Cell lines

The human prostate cancer cell-lines DU145 and PC3 were obtained directly from ATCC. DU145WT and PC3 cells have endogenous expression of α2 integrin. To create an α2 negative cell line genome editing method was applied by transfecting DU145 cells with all-in-one Crispr/Cas9 vector (Sigma, HS0000253951 gRNA sequence: GTTACTGGTTGGTTCACCCTGG), transfected cells were selected based on the expression of GFP, allowed to grow and checked for α2 integrin surface expression. 

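The guide sequence GTTACTGGTTGGTTCACCCTGG has 22 bases and ends in TGG, the 3-base motif next to which Cas9 cuts (the PAM), which leaves 19 bases of target. It matches GRCh38 at 1 place, on the plus strand of chromosome 5 from 53042112 to 53042133, within ITGA2 (chromosome 5, 52989340 to 53094779, plus strand). In the GENCODE annotation the match starts at the first base of exon 3 of the 30 exons of ITGA2 (53042112 to 53042221) and lies inside the coding sequence. Cas9 is taken to cut 3 bases before the PAM, which is before base 53042128. With 40 bases on each side, the reference sequence is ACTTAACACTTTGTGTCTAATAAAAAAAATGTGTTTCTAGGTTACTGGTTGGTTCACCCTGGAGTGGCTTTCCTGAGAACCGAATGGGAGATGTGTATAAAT.

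**Figure D5:**
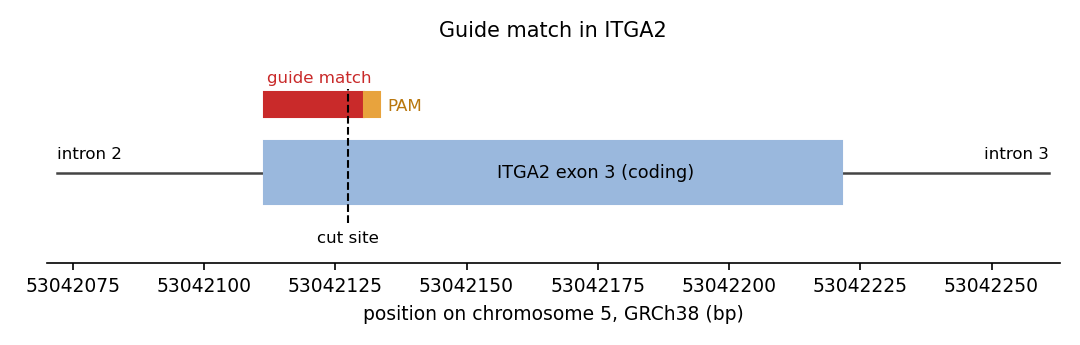
Map of the guide match on chromosome 5 of GRCh38 (horizontal axis, position in bp). The guide match (red) and its PAM (orange) lie over the start of exon 3 of ITGA2 (blue), and the dashed line marks the cut site before base 53042128.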

The cells that had been transfected with Crispr/Cas9 vector and successful ITGA2 knockout had taken place, were named as DU145KO. A smaller population of cells with Crispr/Cas9 vector, but still α2 integrin expression, was sorted out by flow cytometer. DU145KO cells were stably transfected either with pAWneo2 vector carrying α2 integrin cDNA [47] to regenerate α2 positive cell line (DU145KO+α2 cells) or with empty pAWneo2 vector to create a proper α2 negative control cell line (DU145KO+vector). DU145KO+α2 and DU145KO+vector cells were grown in the presence of 0.25 mg/ml geneticin (GIBCO). All cells were maintained in RPMI1640 medium (Lonza), supplemented with 10% fetal calf serum (FCS, Biowest), 2 mM Ultraglutamate, 100 U/ml penicillin and streptomycin (Lonza). In the indicated experiments also serum-free keratinocyte medium (KSF) with 5 ng/ml human recombinant EGF, 50 μg/ml bovine pituitary extract (all from Gibco), supplemented with 2 ng/ml recombinant human leukemia inhibitory factor and 2 ng/ml stem cell factor (Sigma Aldrich) was used. Cells were routinely screened with MycoAlert™ PLUS *Mycoplasma* detection kit (Lonza).

### Spheroid cultures

Spheroids were made in micro-molds according to the manufacturer’s instructions (3D Petri Dish, MicroTissues) with 2.8 × 10^5^ cells in one mold (8000 cells in one spheroid). Spheroids were grown in RPMI 1640 serum-free (SF) medium.

### RNA extraction

After 72 hours, total RNA was extracted from the cells cultured in spheroids by using NucleoSpin RNA (Macherey-Nagel) kit according to the manufacturer’s instructions. The quality and quantity of the RNA was checked using Nanodrop ND-2000 spectrophotometer (Thermo Scientific).

### RNA sequencing

The samples were prepared for the sequencing using Illumina TruSeq Stranded mRNA Sample Preparation Kit and 0.9 μg of high-quality RNA from each sample was analyzed with HiSeq^®^ 2500 Sequencing System (Illumina) using single-end sequencing chemistry and 50bp read length. Total of 4 samples 4 independent biological replicates were analyzed and run in two lanes. The reads obtained from the instrument were base called using the instrument manufacturer’s Bcl2fastq version 1.8.4 base calling software. The read alignment was performed in two stages: first, the reads were aligned against the reference genome (human hg38, downloaded from Illumina iGenomes web site) using TopHat version 2.1.0 [48]. Then the reads were associated with known genes and the number of reads associated with each gene was counted using subreads package (v. 1.5.0) [49]. Only uniquely aligned reads were used for the downstream analysis.

The gene-wise read counts were normalized using the TMM normalization method of the edgeR R/Bioconductor package. For statistical testing the data were further transformed using the voom approach in the limma package. R package Limma [50] was used for performing the statistical testing between the groups. 

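With voom and limma on the same genes and normalization, 419 genes had a fold change above 2 between DU145KO+α2 and DU145KO+vector, 259 higher and 160 lower in DU145KO+α2. Of these, 332 also had an adjusted p-value below 0.05 and 87 did not. The DE genes of limma at both thresholds and the DE genes of edgeR had 314 genes in common.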

The gene was determined as differentially expressed (DE) if the fold change was > 2 between comparison groups. The DE genes were ranked as follows: first the genes inside each comparison were ranked independently based on p-values (increasing order) and absolute fold changes (decreasing order). Next the average ranks for these two were calculated. As these values do not follow the original value range, these average ranks were further ranked again to get the ranks from 1 to the number of genes, rank of 1 meaning the highest possible rank (most differentially expressed gene based both on p-value and fold change). In tie situations, the order was randomized.

The sequencing data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE111507 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111507).

### Matrigel transwell invasion assay

The ability of DU145 and PC3 cells to invade through Matrigel was examined using Matrigel coated invasion chambers (#354480, Corning) according to the manufacturer’s instructions. Samples were prepared in triplicates, 1 × 10^5^ cells were seeded into the top chamber of 24-well insert in 0.5 ml 0.1 % BSA-containing RPMI SF media. Medium with 10 % FCS was used as a chemoattractant in the bottom chamber. After 24 hours, residual cells on the top surface of insert were removed, membranes were fixed with cold methanol and nuclei were stained with DAPI. Nuclei were imaged from 9 fields of each membrane, and counted with ImageJ. Average nuclei count for each cell type was obtained, normality of the data was tested with the Shapiro-Wilk test and statistical significances were obtained by comparing the average nuclei counts with one-way ANOVA test and pairwise comparisons were made with the Tukey HSD post hoc test.

### Out of spheroid cell migration on and invasion through collagen I

The role of α2 integrin in the DU145 cell migration on collagen I or invasion through 3D collagen I gel was studied by placing spheroids as triplicates on collagen I coated 96-well plates. When invasion was tested a collagen I gel (2.0 mg/ml bovine skin collagen I, Nutragen, Advanced BioMatrix; 4 mM Tris-HCl, pH 7.3, and 20 mM NaOH in serum-free RPMI) was layered on the top of the spheroids. KSF medium (described above) was placed above the collagen gel. Spheroids were allowed to migrate or invade for 96 hours and imaged every 24 hours with IncuCyte ZOOM System (Essen Bioscience). ImageJ was used to detect the area covered with cells. Mean cell covered areas from four independent experiments were calculated.

To study the effects of p38 inhibitor (SB203580) and MMP inhibitor NNGH the migration and invasion assays were modified in a way that medium added on top of spheroid or on top of collagen I gel contained DMSO in control (0.05% or 0.38%) or respectively 10μM SB2035 or 1 μM NNGH.

### Cell survival assays

DU145 and PC3 cells were seeded on collagen I (from bovine skin, PureCol^®^, Advanced BioMatrix) or fibronectin (from human plasma, Sigma Aldrich) coated cell culture dishes with KSF medium, allowed to grow for 24 h, then exposed to 50 nM docetaxel (Sigma Aldrich) or for controls with 0.025 % of DMSO in KSF medium for 24h. The surviving cells were collected for flow cytometric analysis.

### Cell proliferation in 2D and 3D cultures

Cell proliferation in 2D monolayer cultures was assayed by estimating the cell numbers using WST-8 Assay (Dojindo Molecular Technologies) according to the manufacturer’s instructions. The cell proliferation in 3D cultures was measured by extraction of genomic DNA from spheroids at 0, 24, 48 and 72 hours with NucleoSpin^®^ Tissue kit (Macherey-Nagel). The concentration of DNA was measured by Qubit™ dsDNA HS Assay Kit (Thermo Fisher Scientific).

To study the effects of p38 inhibitor (SB203580) on proliferation, the media around the agarose micro mold included 0.05 % of DMSO for control or 10μM SB2035.

### Real-time PCR analysis

For mRNA expression analysis cells were grown either as spheroids or on collagen I or fibronectin coated cell culture dishes for 72 hours in serum-free RPMI 1640. cDNA was prepared from 1 μg of RNA with SensiFAST cDNA Synthesis Kit according to the manufacturer’s instructions (Bioline). Primers, designed in house, and probes (Universal ProbeLibrary (Roche)) are listed in Supplementary Table 1. qPCR was performed using a QuantStudio 12K Flex Real-Time PCR System (Thermo Fisher) at the Finnish Functional Genomics Centre (Turku Centre for Biotechnology). PCR reactions were performed in triplicates in a 96-well plate and a 10 μl final reaction volume consisting of 5 μl of ABI TaqMan Universal Master Mix II (Applied Biosystems), 100 nM TaqMan probe, 300 nM of each primer and 2 μl of cDNA sample. The PCR reaction conditions were 95 °C for 10 min, followed by 45 cycles of 95 °C for 15 s and 60 °C for 1 min. Differences in gene expression levels between cell types were calculated using the cycle threshold (C_T_) values, normalized to the C_T_ values of GAPDH and fold changes were calculated based on formula 2^-ΔΔCt^ [51].

### Flow cytometry and cell sorting

For the analysis of α2 integrin surface expression levels, DU145 and PC3 cells were detached with trypsin, washed and subsequently cells were incubated in a blocking buffer (1% FCS in PBS) on ice for 30 min to inhibit unspecific binding of antibodies. Cells were centrifuged and incubated with primary antibody (Supplementary Table 2) for 1 h with gentle agitation at +4°C, washed twice with PBS and incubated for 45 min at +4 °C with 7.5 μg/ml anti-mouse FITC-conjugated secondary antibody (A16167, Life Technologies). For CD44 surface expression level detection cells were treated with FITC-conjugated anti- human CD44 antibody (ab19622, Abcam) for 1h at +4°C. As controls, IgG control or only secondary antibody stained samples were used. Integrin α2 and CD44 cell surface levels were measured immediately after staining procedure with FACSCalibur or Fortessa (BD Biosciences) and results were analyzed with FlowJo program (FlowJo, LLC).

For sorting cells into α2β1^High^ and α2β1^Low^ subpopulations the same staining procedure was performed in the larger scale set up (from 25x10^6^ cells). 20% of cells with lowest and 20% of cells with highest expression levels of α2 integrin were gated and sorted out with FACSaria Ilu Cell Sorter.

The docetaxel treated and normal DU145 cells were analyzed for studying the arresting of cell cycle. Briefly, the cells were seeded as explained in Cell Survival Assay section. Followed by cell staining with propidium iodide (prepared in PBS 1x; 40 mM sodium citrate, 0.3% Triton X-100, and 50 μg/ml propidium iodide) and DNA contents of stained nuclei were analyzed by using LSRFortessa flow cytometer, results were analyzed using the FlowJo program.

### Western blots

Cells were lysed on ice into cold lysis buffer (10 mM Tris-HCl, pH7.4, Triton X-100, supplemented with protease inhibitors 1 mM EDTA, 10 mM NaF, 10μg/ml Aprotin, 10μg/ml Leupeptin, 1 mM Na_3_VO_4_, 2mM PMSF, and 10 mM Na_4_P_2_O_7_). 35 μg of protein in Laemmli SDS-PAGE sample buffer was loaded on gels, and proteins were separated with SDS-PAGE electrophoresis. Proteins were transferred to nitrocellulose membrane, followed by incubation in blocking buffer (5% milk powder, 1% BSA, TBST). The membranes were incubated with primary antibodies (Supplementary Table 2) overnight at +4°C, followed by washing in TBST and incubation with secondary antibody (926-32213, LI-COR). Protein loading was controlled with house-keeping proteins β-actin and Hsp90.

### Colony survival assay

6-well plates were coated either with fibronectin or collagen I (5 μg/cm^2^) for 24 hours at +4°C, and blocked with 1% BSA-PBS for 1 hours at 37°C. DU145 cells were seeded on the coated plates, 200 cells per well. The cells were grown for 10 days in 10% RPMI, after which the medium was changed into KSF medium. On the following day, 50 nM docetaxel or DMSO (as a control) was added to the cells and the colonies were allowed to grow for additional 24 hours. The colonies were fixed with 4% PFA for 15 min, stained with 0.5% crystal violet in 10% ethanol for 15 min, and washed twice with PBS to remove excess stain. The average colony area percentage was calculated using the colony area ImageJ plugin [52].

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

MMP-1: matrix metalloproteinase-1
MAPK: mitogen activated protein kinase
ECM: extracellular matrix
FAK: focal adhesion kinase
KSF: keratinocyte serum-free medium
EGF: epidermal growth factor
CDH5: cadherin 5
SCARA5: scavenger receptor class A member 5
LGI1: leucine rich glioma inactivated 1
KIF26b: kinesin family member 26b
SVEP1: sushi, von Willebrand factor type A, EGF and pentraxin domain containing 1
CHD5: chromodomain-helicase-DNA-binding protein 5
VWA2: von Willebrand factor A domain containing 2
RBP1: retinol binding protein 1
SDC2: syndecan 2
PKP1: plakophilin 1
SYK: spleen associated tyrosine kinase
WT: wild type

How the deposited data were processed for this re-analysis (not part of the article)

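RNA from spheroids of DU145KO, DU145KO+α2 and DU145KO+vector cells was sequenced, with 4 biological replicates of each line. The authors prepared stranded mRNA libraries, sequenced single-end reads in 2 lanes, aligned them to hg38 with TopHat and counted the uniquely aligned reads of each known gene with the Subread package. The authors deposited these read counts without normalization, and the tests used the counts. The authors also deposited RPKM values, made by dividing each count by 1 factor per sample and 1 length per gene after TMM normalization. The authors' sample factors, recovered from the RPKM values, differed by at most 1.67% from the TMM factors computed from the 12 samples. The lane of each sample was not used here. The line of each sample and its replicate number come from the sample labels, read together with the paper's names of the lines, and the pairing of replicates comes from these numbers.

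The tables hold 26485 genes, of which 5446 had no count in any sample. The total count per sample was 13948734 to 19988111, with a median of 16446500.5, and the 10 most abundant genes took between 3.60% and 4.49% of it. Every pair of replicates of a line differed by more than the sampling noise, with a chi-square per degree of freedom of 7.39 to 25.4 across genes, and none was counted as a duplicate. Detection floors cover counting error only, since the reads carry no molecular identifiers.

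Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 14732 genes. All 12 samples entered one model with a factor for the line, and DU145KO+α2 was compared with DU145KO+vector and with DU145KO, and DU145KO+vector with DU145KO. CPM values were normalized by TMM. Dispersions and the quasi-likelihood F-test were estimated robustly, p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and all tests were two-sided. Single values of 4 samples against 4 were compared with an exact permutation test. It took the samples as unpaired, while splits that separate every same-numbered pair allow no share below 0.125. A list of 40 proliferation genes was tested with camera of limma, and the median log2 fold change of each chromosome was set against 10000 permutations of the genes over the positions. Positions in GRCh38, GC content and gene length come from the reference annotation. Of the genes tested, 14655 had a position and 14448 (98.1%) had a GC content and a length. The exons of each named gene were checked for overlap with exons of the other genes of the tables.

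The design, the alternatives and the rule for the genes named were fixed before the data were examined. Genes named are ITGA2, the genes the paper names, the genes of lists on proliferation, p38 and MAPK signalling, matrix metalloproteinases, stem cell markers and collagen receptors, and for each comparison the 5 DE genes with the largest log2 fold change in each direction among genes with an average log2 CPM of at least 1 and no overlap between the groups. NCAPD3 and WTAPP1, named for their overlap with a named gene, were added after the values were seen.

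The alternatives were DESeq2's size factors and library size alone in place of TMM, the DESeq2 Wald test, voom with limma, a fold change above 2 alone, an adjusted p alone, glmTreat against a fold change of 1.5, no filter on low counts, a filter of at least 10 counts in every sample, a fit of the compared groups only, the replicate number as a block, and each sample left out in turn. Chosen after seeing the data were the authors' size factors, a correction of each sample for GC content and gene length, with and without the block, the removal of regional shifts on chromosomes 5, 8 and 9 and on the 11 chromosomes with a shift between the 2 sides of a boundary in any comparison, for the proliferation list the block with estimated correlation between genes, and for the chromosome medians the block, the GC content and length correction and each sample left out in turn.

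The scripts were tested on simulated counts for the genes of the tables. Of the genes changed by 2 on the log2 scale, up or down, 199 entered the test. All 199 were recovered by edgeR (100%), with and without the block, and by limma, and 97.5% by DESeq2. There were 0 false calls among 13991 unchanged genes in edgeR. No effect of the replicate numbers was simulated, and recovery of changes near a fold change of 2 was not tested. A chromosome raised by 0.3 on the log2 scale was returned at 0.30.

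The overrepresentation of gene ontology terms was not analysed here. The quantitative PCR, protein, migration and invasion experiments were not analysed here. Some genes within the rule for the genes named are not reported here.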

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

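Among the tests in this part, those on genes lower than DU145KO in both derived lines and on the same-numbered samples of other lines, and the correction for GC content and gene length, were chosen only after the results were seen.

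In 9 of 113 groups of 4 replicates, 1 sample stood apart from the other replicates by Dixon's test, where 5.65 are given by chance if the groups are independent. The groups were 101 of 35 genes in the 3 lines, leaving out 4 with no count in any replicate, and 12 of the total counts and the regional scores of chromosomes 5, 8 and 9. The gap of that sample as a share of the group's range was 0.899 for HLA-DRA in DU145KO (replicate 1, 23.4 CPM against 12.7 to 13.7 CPM), 0.942 for BST1 in DU145KO+α2 (replicate 1), 0.908 for CHD5 in DU145KO+α2 (replicate 4) and 0.859 for LGI1 in DU145KO+α2 (replicate 4, 10 counts against 3 to 5). In DU145KO+vector it was 0.847 for SCARA5 (replicate 1), 0.860 for MMP1 (replicate 4) and 0.830 for CSGALNACT1 (replicate 1, 9.91 CPM against 4.77 to 5.64 CPM). For SDC2 and CACNA2D1 in DU145KO+α2 the share was 1, because a single replicate had 2 counts of SDC2 and a single replicate 1 count of CACNA2D1, under the detection floor, and the others had none. Without each replicate in turn, the log2 fold change against DU145KO+vector stayed between −4.20 and −3.71 for BST1 and between 3.61 and 4.43 for SCARA5. The design gives no condition that differs between replicates of a line, so no biological explanation was tested. The groups are not independent, because same-numbered samples of the lines deviated together (mean correlation 0.378). In 7 of 16 groups of the other lines, the same-numbered sample was also the extreme of its line in the same direction, where 4 are given by chance. For HLA-DRA (2.23 CPM in DU145KO+α2 and 2.71 CPM in DU145KO+vector) and CSGALNACT1 (30.5 CPM in DU145KO and 39.3 CPM in DU145KO+α2) this held in both other lines. It also held for SCARA5 (5.02 CPM) and CHD5 (4.86 CPM) in DU145KO and for SDC2 in DU145KO+vector (1.05 CPM). A difference between the replicate numbers therefore remains as an explanation of some of these samples beside chance.

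The paper does not report the comparison of DU145KO+vector with DU145KO, both α2 negative. In it 123 genes were DE, 4 higher and 119 lower in DU145KO+vector. With the replicate block 218 genes were DE, 11 higher and 207 lower, and the 123 genes were among them. The largest increases were in SEMA3E (log2 fold change 2.64, standard error 0.33, adjusted p = 0.000445) and AP3B2 (1.85, standard error 0.19, adjusted p = 0.000113). The largest decreases were in HLA-DRA (−3.27, standard error 0.32, adjusted p = 0.000138), A2M (−3.17, standard error 0.51, adjusted p = 0.00767) and HLA-DPA1 (−3.06, standard error 0.30, adjusted p = 6.42e-05). HLA-DRA and HLA-DPA1 belong to a family of similar genes, and 8.88% of the exon bases of A2M overlap A2M-AS1 on the opposite strand.

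Other splits of the 8 DU145KO+vector and DU145KO samples into 4 and 4 were compared with the real one, which gave 92 DE genes when these samples were fitted alone. Of the 8 splits that separate every pair of same-numbered samples, 1, the real one, gave as many, and the other 7 gave 0. The design cannot give a share below 0.125, so chance is not excluded by this count. The other 27 splits keep at least 1 same-numbered pair together and gave at most 3 DE genes. The log2 fold changes of this comparison had a Spearman correlation of −0.145 with gene length across genes, which are not independent replicates. After correction of each sample for GC content and gene length, 127 genes were DE, 117 of them among the 123. The correlation with gene length was then −0.00397, while that with GC content went from 0.00133 to −0.0644.

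Of the 246 genes lower in DU145KO+α2 than in DU145KO, 70 were also lower in DU145KO+vector than in DU145KO. ESRP1, HLA-DPA1 and HLA-DRA fell in both lines, with log2 fold changes of −3.65, −3.37 and −3.27 in DU145KO+α2. Since both comparisons share the DU145KO samples, high values in those samples by chance could place a gene in both lists. Genes were therefore chosen as lower in DU145KO+vector in replicates 1 and 2 and read in DU145KO+α2 in replicates 3 and 4, and the reverse. They were lower in 24 of 30 genes (80.0%, median log2 fold change −1.34) and in 10 of 17 genes (58.8%, median −0.32). The second of these cannot be told apart from chance in the DU145KO samples. Genes chosen as lower in DU145KO+α2 and read in DU145KO+vector in the other replicates were lower in 105 of 113 genes (92.9%, median −0.88) and in 74 of 99 genes (74.7%, median −0.32). The 4 held-out medians were below 0, which goes against chance in the DU145KO samples as the explanation of the whole pattern, though genes do not vary independently. A candidate explanation that remains is a change shared by both derived lines through transfection and selection, for which the design has no separate condition.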

How the results depend on the processing

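The correction for GC content and gene length, the authors' size factors and the removal of regional shifts, and for the chromosome medians also the replicate block and the leaving out of samples, were chosen only after the results were seen.

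Counts of DE genes moved most with the threshold and the filter. With an adjusted p below 0.05 alone, 1754 genes differed between DU145KO+α2 and DU145KO+vector, 1203 between DU145KO+α2 and DU145KO, 344 between DU145KO+vector and DU145KO, and 720 met both criteria for α2 positive against α2 negative cells in the same direction. With glmTreat against a fold change of 1.5, the counts were 109, 147, 40 and 32. With at least 10 counts in every sample, they were 178, 160, 61 and 61. That filter removes genes that fell to few counts in any line, and left 8 of the 21 genes of Fig. 5C DE, 7 among the highest ranked, and 5 of the 12 selected genes. Normalization, the other tests and the samples in the fit moved the first 2 comparisons and their overlap by less than 1.5 times.

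The comparison of DU145KO+vector with DU145KO, with 123 DE genes, varied more. It gave 253 genes with a fold change above 2 alone on limma, 218 with the replicate block, 224 with the block and the correction for GC content and gene length, and 79 to 196 across the 8 fits that each left out 1 sample. The cause was not tested. The ranges across such fits were 277 to 370 for DU145KO+α2 against DU145KO+vector, 272 to 330 against DU145KO and 108 to 140 for both.

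The mean log2 fold change of the proliferation list between DU145KO+α2 and DU145KO+vector was −0.35 in every test on all samples with TMM. The p was below 0.05 with camera at its preset correlation between genes and above it with fry (0.396), with the correlation estimated from the data (0.6) and with that estimate and the replicate block (0.415), the last setting chosen after seeing the data. The mean ranged from −0.540 to −0.128 across the 8 fits that left out 1 sample, and the p with the preset correlation was above 0.05 in 2 of them, 0.158 without DU145KO+α2 replicate 3 and 0.326 without DU145KO+vector replicate 4. Against DU145KO it ranged from −0.176 to 0.323 and changed sign in 3 of the fits. For DU145KO+vector against DU145KO the mean was 0.40, ranged from 0.173 to 0.672 across such fits and kept its sign. Without DU145KO replicate 3, 37 of the 40 genes were higher there, and the camera p with the preset correlation was 0.0502. Of the chromosome medians between DU145KO+α2 and DU145KO+vector, 2 were past the threshold, 1 with genes of an average log2 CPM of at least 3, and 1 to 2 without each sample in turn. At that filter the median of chromosome 8 was 0.07, under the threshold of 0.1. SEMA3E against DU145KO, not DE, ranged from −0.0251 to 0.551 on the log2 scale and changed sign without DU145KO+α2 replicate 4.

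Among 44 other results, most of them log2 fold changes of single genes, 885 values were computed under the alternatives and 855 kept their direction and their side of the threshold. The others were 7 weaker, 19 stronger and 4 reversed, counting the proliferation list against DU145KO and of DU145KO+vector against DU145KO. JAM3 became DE against DU145KO in 8 settings, CEMIP in 5 and IGF2BP1 in 4, and DIO1 lost its call there in 3. The chromosome arm alternative was not run.

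Depth limits SDC2, CACNA2D1, LGI1, RNF224 and LINC00421, for which a line was at or below the floor of 3 counts. SDC2 and LGI1 give a lower bound of the fold change only.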

Differences from the paper's values

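Some settings behind the positions of SDC2 were chosen only after the results were seen. These were the authors' size factors, the correction for GC content and gene length and the removal of regional shifts, and SDC2 was at position 2 in each. No other test in this part was chosen after the result was seen.

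Fig. 5D gives quantitative PCR values as mean ± SEM, set here beside RNA-seq folds of DU145KO+α2 over DU145KO+vector. For CHD5 the paper's value is about 0.69 ± 0.17 in Fig. 5D, read by eye, and the value here was 0.0976 ± 0.0278 (SD). For VWA2 the paper's value is about 0.48 ± 0.13 in Fig. 5D, read by eye, and the value here was 0.273 ± 0.0517 (SD). For PKP1 the paper's value is about 0.39 ± 0.12 in Fig. 5D, read by eye, and the value here was 0.208 ± 0.0915 (SD). Across the alternatives set before the data were examined, the fold was 0.0873 to 0.106 for CHD5, 0.259 to 0.291 for VWA2 and 0.178 to 0.239 for PKP1, and none of these alternatives closed the gap for any of the 3 genes.

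The paper names syndecan 2 as the gene with the largest down regulation, without naming the assay in that sentence. By the fitted fold change SDC2 was at position 2 of the 121 genes lower in DU145KO+α2 than in DU145KO+vector, behind CACNA2D1, and both were at or below the detection floor in DU145KO+α2. Without DU145KO+α2 replicate 1, the replicate in which SDC2 was counted, SDC2 was at position 1 (log2 fold change −6.23), ahead of CACNA2D1. In the other settings where SDC2 was DE, it was at position 2 to 6. It was not among the DE genes in a fit of the compared groups only, with glmTreat against a fold change of 1.5, or with at least 10 counts in every sample.

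Fig. 5C presents its genes as those with the most significant changes. Of these, 4 were outside the 11 highest ranked up and 10 highest ranked down regulated genes: CEMIP was at rank 42 among all DE genes, and LGI1, LINC00421 and RNF224 were removed by the filter on low counts. With no filter on low counts, LGI1 and RNF224 were DE in the direction of the figure, 20 of the 21 genes in all, and LINC00421 was not. RNF224 was then among the highest ranked down regulated genes and C1orf116 was not, and LGI1 and CSGALNACT1 were not among the up regulated, so 16 of the 21 genes were among the highest ranked. With voom and limma, the tools named in the paper's methods, CEMIP was among the highest ranked up regulated genes and SVEP1 was not.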

Other observations

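The tests of regional shifts, of their effect on DE genes, and of the DU145KO+vector values at genes higher in DU145KO+α2, the correction for GC content and gene length, and for the proliferation genes the estimated correlation together with the replicate block were chosen only after the results were seen.

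Other splits of the samples were tested for the comparisons of DU145KO+α2. With only the compared groups in the fit, 316 genes were DE against DU145KO+vector and 278 against DU145KO. In each comparison 1 of the 8 splits that separate every same-numbered pair, the real one, gave as many, and the other 7 gave 0, where the smallest share the design allows is 0.125. The other 27 splits gave at most 0 and 3 DE genes.

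Across genes, the log2 fold change between DU145KO+α2 and DU145KO+vector had a Spearman correlation of 0.0671 with gene length and 0.0348 with GC content. The medians over 10 equal groups of the genes ordered by length spanned 0.0552 and by GC content 0.0267, small beside the fold change threshold. After correction of each sample for both, the correlation was 0.00534 with gene length and still 0.0353 with GC content, and 333 genes were DE, 323 of them among the 325. Trends of this size do not account for most of the DE genes.

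DU145KO lay between the derived lines at genes higher in DU145KO+α2. The 204 genes had a median log2 fold change of 1.42 against DU145KO+vector, 0.76 against DU145KO and −0.76 for DU145KO+vector against DU145KO. The 121 lower genes had medians of −1.44, −1.44 and 0.05. Of the 325 genes, 31 (9.54%) were DE between DU145KO+vector and DU145KO and not DE between DU145KO+α2 and DU145KO, and 30 of the 204 higher genes were also lower in DU145KO+vector than in DU145KO. Both counts come from the model without the replicate block. Of the 9 tested up regulated genes of Fig. 5C, 4 were DE and lower in DU145KO+vector than in DU145KO without the block, and 7 with it. Genes chosen for a difference from DU145KO+vector can have low DU145KO+vector values by chance, so genes were chosen in 2 replicate numbers and read in the other 2. The held-out median of DU145KO+vector against DU145KO was −0.62 over 48 genes and −0.588 over 131 genes, which was 40.5% and 60.0% of their difference between DU145KO+α2 and DU145KO+vector. At the lower genes it was 0.12 and 0.25, or 8.40% and 21.0%. A candidate explanation is that part of the higher expression relative to DU145KO+vector reflects a decrease in the empty vector line. Whether this part differs between higher and lower genes was not tested.

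Genes of 2 chromosomes were shifted together between DU145KO+α2 and DU145KO+vector, with medians of 0.11 on chromosome 8 and −0.30 on chromosome 9 (permutation p = 1e-04 for each, the smallest that the permutations can give). Between DU145KO+vector and DU145KO, 2 chromosomes passed, chromosome 5 (−0.13) and chromosome 9 (0.14), and between DU145KO+α2 and DU145KO 3 passed, chromosomes 5 (−0.15), 9 (−0.15) and 21 (−0.13). On chromosome 8 the shift lay in 208344 to 41309473, where 94.6% of 167 genes were higher in DU145KO+α2 and the median was 0.45 against DU145KO+vector, 0.28 against DU145KO and −0.22 for DU145KO+vector against DU145KO. On chromosome 9 it lay in 33461353 to 138272073, with medians of −0.33, −0.17 and 0.16 over 539 genes. On chromosome 5 it lay in 50665931 to 181272307, which contains ITGA2, with medians of −0.03, −0.18 and −0.15 over 542 genes. The samples of the compared lines did not overlap in these regions (exact permutation test, p = 0.0286, the smallest possible), except on chromosome 5 between DU145KO+α2 and DU145KO+vector (p = 0.171). The regions were delimited in these same samples, so this test is not independent evidence of the shifts. With the chromosome 5 boundary found in 2 replicate numbers, the held-out medians between DU145KO+vector and DU145KO were −0.125 and −0.174.

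Technical explanations of the shifts between DU145KO+α2 and DU145KO+vector were tested. With the boundary found in 2 replicate numbers and the median read in the other 2, the smaller of the held-out medians was 0.392 on chromosome 8 and −0.302 on chromosome 9. After correction for GC content and gene length the medians were 0.453 and −0.329, hardly moved. The correction left the weak trend with GC content in place, so it tests gene length alone, but the trends with length and GC content spanned 0.0552 and 0.0267 across genes, less than either regional median. The difference between same-numbered samples was at least 0.407 on chromosome 8 and, on chromosome 9, between −0.343 and −0.303, so no single replicate carried it. Different DNA copy number of these regions in the derived lines, as when each grew from a different part of the DU145KO cells, is a candidate explanation, but no DNA was measured here and expression alone cannot tell it from a regional change in regulation.

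Of the 167 genes in the chromosome 8 region, 14 (8.38%) were DE and higher in DU145KO+α2, and of the 539 in the chromosome 9 region 10 (1.86%) were DE and lower. The regions were found from the same fold changes, so these shares were not set against the other genes. With the regional shifts of chromosomes 5, 8 and 9 removed from each sample, 306 genes were DE, 302 of them among the 325. Smaller shifts between the 2 sides of a boundary were also found between DU145KO+α2 and DU145KO+vector on chromosome 1 (adjusted p = 0.023) and on chromosomes 4, 5 and 10 (0.0046 for each), with medians of at most 0.116 in size. With the shifts of both sides removed on the 11 chromosomes that had such a boundary in any comparison, 305 genes were DE, 298 of them among the 325. The shifts may thus carry some genes past the fold change threshold but not most of them.

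The paper reports slower proliferation of DU145KO+α2 spheroids by DNA amount. Of 40 proliferation genes, 38 were lower in DU145KO+α2 than in DU145KO+vector, with a mean log2 fold change of −0.35 (camera with a preset correlation between genes, p = 0.00516, and 1.59e-05 with the replicate block). With the correlation estimated from the data the p was 0.6, and 0.415 with the block. Of single genes, 1 had an adjusted p below 0.05 over all genes tested, 0 over the list alone and 2 an unadjusted p below 0.05. The 1 gene was UBE2C, which was higher in DU145KO+α2 (log2 fold change 1.02, standard error 0.28, adjusted p = 0.0397). With the replicate block, 8 had an adjusted p below 0.05 over all genes and 8 over the list alone, and 16 an unadjusted p below 0.05. The 8 were UBE2C and, lower in DU145KO+α2, FEN1 (adjusted p = 0.000566), PCNA (0.00332), CCNB2 (0.0131), MCM6 (0.0133), TPX2 (0.0203), KIF11 (0.0226) and CDC6 (0.0364). Against DU145KO the mean was 0.05 (camera p = 0.478), and all 40 genes were higher in DU145KO+vector than in DU145KO (mean 0.40, camera p = 1.11e-05, or 0.415 with the estimated correlation), 6 of them with an adjusted p below 0.05 with the block and 0 without it, where 0 had an unadjusted p below 0.05. Slower growth of DU145KO+α2 cells is therefore 1 explanation of the lower mean, but the mean of the list cannot be told apart from a shared shift of correlated genes or from a change in the empty vector line.

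CD44 did not differ between DU145KO+α2 and DU145KO+vector (178 ± 31.5 and 170 ± 44.5 CPM, SD, log2 fold change 0.06, adjusted p = 0.882). Of 15 genes of p38 and MAPK signalling, 3 had an adjusted p below 0.05 over all genes and 3 over the list alone, and 6 an unadjusted p below 0.05. With the replicate block each of these counts was 6. DUSP4 was DE (40.8 ± 11.3 CPM in DU145KO+α2 and 18.9 ± 6.39 CPM in DU145KO+vector, SD, adjusted p = 0.0151) and lies in the shifted region of chromosome 8. With the replicate block, its log2 fold change against DU145KO was only 0.27 (adjusted p = 0.197, edgeR's quasi-likelihood test). For DU145KO+vector against DU145KO it was −0.84 (adjusted p = 0.00483). DUSP6 was higher with the block against DU145KO+vector (0.38, adjusted p = 0.000364) and against DU145KO (0.66, adjusted p = 9.39e-07), at fold changes below 2. MAPK14, which encodes p38α, had a log2 fold change of −0.16 (adjusted p = 0.112, or 0.0255 with the replicate block).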
